# Antitumor immunity augments the therapeutic effects of p53 activation on acute myeloid leukemia

**DOI:** 10.1038/s41467-019-12555-1

**Published:** 2019-10-25

**Authors:** Yasutaka Hayashi, Susumu Goyama, XiaoXiao Liu, Moe Tamura, Shuhei Asada, Yosuke Tanaka, Tomofusa Fukuyama, Mark Wunderlich, Eric O’Brien, Benjamin Mizukawa, Satoshi Yamazaki, Akiko Matsumoto, Satoshi Yamasaki, Tatsuhiro Shibata, Koichi Matsuda, Goro Sashida, Hitoshi Takizawa, Toshio Kitamura

**Keywords:** Cancer immunotherapy, Acute myeloid leukaemia

## Abstract

The negative regulator of p53, MDM2, is frequently overexpressed in acute myeloid leukemia (AML) that retains wild-type *TP53* alleles. Targeting of p53-MDM2 interaction to reactivate p53 function is therefore an attractive therapeutic approach for AML. Here we show that an orally active inhibitor of p53-MDM2 interaction, DS-5272, causes dramatic tumor regressions of MLL-AF9-driven AML in vivo with a tolerable toxicity. However, the antileukemia effect of DS-5272 is markedly attenuated in immunodeficient mice, indicating the critical impact of systemic immune responses that drive p53-mediated leukemia suppression. In relation to this, DS-5272 triggers immune-inflammatory responses in MLL-AF9 cells including upregulation of Hif1α and PD-L1, and inhibition of the Hif1α-PD-L1 axis sensitizes AML cells to p53 activation. We also found that NK cells are important mediators of antileukemia immunity. Our study showed the potent activity of a p53-activating drug against AML, which is further augmented by antitumor immunity.

## Abstract (web summary)

MDM2 is frequently overexpressed in acute myeloid leukaemia leading to p53 inactivation. Here, the authors are demonstrating that an inhibitor of p53-MDM2 interaction, DS-5272, induce in vivo tumour regression through immune response regulation.

## Introduction

The tumor suppressor protein p53, encoded by *TP53* gene in humans, plays an important role in preventing cancer development^1,2^. More than half of cancers have mutations in the *TP53* gene. In addition, activity of wild-type p53 is often suppressed in the remaining cancers due to overexpression of p53-regulatory proteins. The principal cellular antagonist of p53 is an E3 ubiquitin ligase MDM2^3,4^. MDM2 binds to p53 and induces its proteasomal degradation. Therefore, p53 activation using small-molecule inhibitors of the p53-MDM2 interaction has been regarded as an attractive strategy to treat cancers harboring wild-type p53^5,6^. DS-5272 is one of the p53-MDM2 interaction inhibitors that shows robust antitumor activity in vivo^7^.

Acute myeloid leukemia (AML) is a blood cancer with uncontrolled overproduction of myeloid cells^8^. The reported frequency of *TP53* mutation is relatively low (5–10%), but dysfunction of p53 pathway is highly prevalent in AML^9^. Elevated MDM2 expression occurs in over a third of patients with AML, who have low levels of p53 protein and suffer from poor clinical outcomes similar to patients with *TP53* mutations. Previous studies have also shown that p53 is functionally inactivated^10–13^, but is rarely mutated in AML with *MLL* rearrangements^14^. These findings suggest that AMLs with MDM2 overexpression and/or *MLL* rearrangements could be highly susceptible to p53-activating drugs.

The host immune system serves as a barrier to inhibit tumor formation and progression. Treatments targeting immune checkpoint molecules, including PD-1 and its ligand PD-L1, have been approved for treating human cancers with durable clinical benefit^15^. It is widely accepted that checkpoint blockade unleashes cytotoxic T-lymphocytes (CTLs) attack tumor cells. In addition, recent reports have shown the contribution of NK cells to mediate the effect of PD-1/PD-L1 blockade immunotherapy^16^. Several upstream regulators of PD-L1, such as Myc^17^, CDKs^18–20^, and Hif1α^21^, have been identified as potential targets to enhance the effect of immunotherapy. Studies have also shown that p53 in tumor cells communicates with CTLs to promote CTL-induced tumor cell death^22^. However, the role of p53 in the regulation of NK cell function remains unknown.

In this study, we show the potent antileukemia effect of DS-5272 using a mouse AML model driven by MLL-AF9 and patient-derived xenograft (PDX) models of human AML^23^. MLL-AF9 is one of the most prevalent forms of MLL-fusion oncogene, and has the ability to transform both human and mouse hematopoietic progenitor cells into AML cells^24–26^. Importantly, the antileukemia effect of DS-5272 is attenuated in immunodeficient mice and immunocompetent mice with NK cell depletion. Furthermore, inhibition of Hif1α-PD-L1 axis enhances the therapeutic efficacy of DS-5272. These data suggest that pharmacological activation of p53 exerts the potent antileukemia effect with the assistance of antitumor immunity, including NK cell-mediated cytotoxicity against AML.

## Results

### p53 activation inhibits the growth of mouse MLL-AF9 cells

We first assessed the effect of DS-5272 using a mouse AML model driven by MLL-AF9. Bone marrow (BM) progenitors derived from wild-type or p53-deficient mice were transduced with MLL-AF9 (coexpressing GFP), and were serially replated in semisolid medium or directly transplanted into recipient mice (Fig. 1a). DS-5272 inhibited in vitro growth of p53-intact MLL-AF9 leukemia cells with the IC50 value in the nanomolar range. In contrast, p53-deficient MLL-AF9 cells were resistant to DS-5272 even at higher concentrations, confirming that p53 is required for the growth-inhibitory effect of DS-5272 (Fig. 1b, Supplementary Fig. 1). We then treated recipient mice that received MLL-AF9 leukemia cells with vehicle or DS-5272 10 days after transplantation. Single dose administration of DS-5272 induced upregulation of p53 protein and p53-target genes in MLL-AF9 cells in vivo (Fig. 1c). Furthermore, the DS-5272-mediated p53 activation induced cell cycle arrest, apoptosis, and differentiation of MLL-AF9 cells (Fig. 1d). DS-5272 treatment did not increase levels of reactive oxygen species (ROS) in MLL-AF9 cells, indicating that these antileukemia effects are independent of ROS overproduction (Supplementary Fig. 2).

**Fig. 1:**
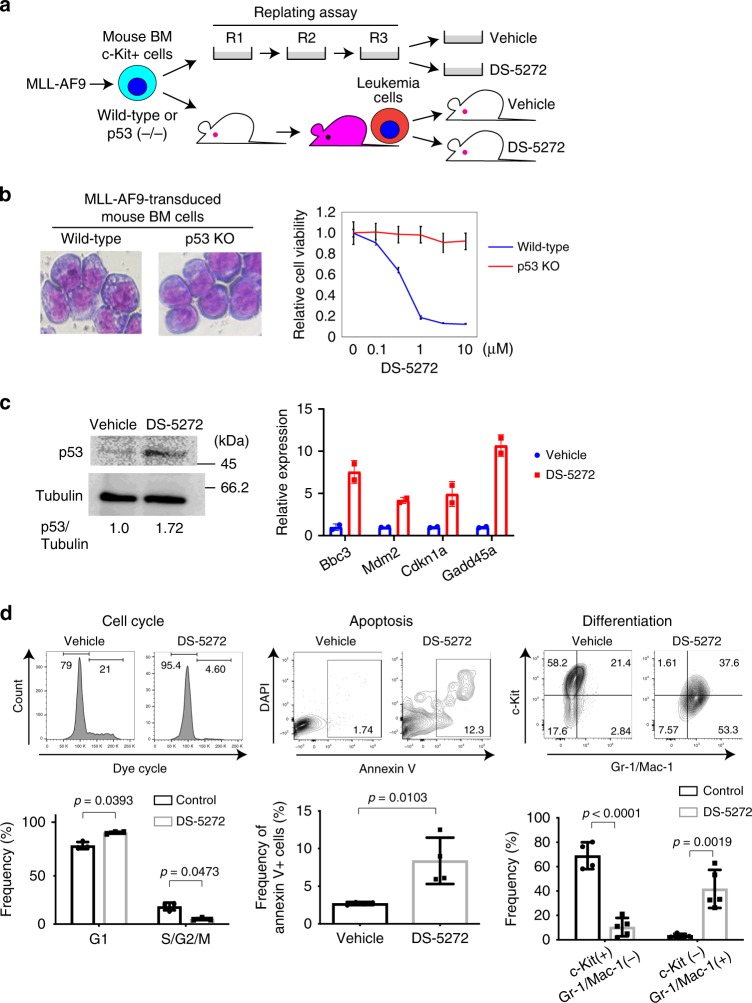
DS-5272 activates p53 and inhibits the growth of MLL-AF9 cells both in vitro and in vivo. **a** Experimental scheme used in **b**–**d**. Bone marrow c-Kit + cells derived from wild-type or p53-deficient mice were retrovirally transduced with MLL-AF9. The cells were serially replated in vitro or directly transplanted into recipient mice to produce MLL-AF9 leukemia cells. **b** (left) Wright-Giemsa staining of wild-type and p53-deficient leukemia cells induced by MLL-AF9. Original magnification, ×40. (right) Viability of cells treated with DS-5272 at indicated concentrations was measured by WST-8 assay. Data are normalized to vehicle control (0 μM group), and are shown as mean ± s.d. **c** GFP+ MLL-AF9 leukemia cells were collected from bone marrows of vehicle- or DS-5272-treated mice. Expression levels of p53 protein (left) and p53-target genes (right) were assessed by western blotting or qPCR, respectively. Band intensities of p53 and Tubulin were quantified with Multi Gauge (Science Lab), and the intensities of p53 relative to GAPDH are shown. **d** Cell-cycle status, apoptosis, and differentiation were assessed in GFP + MLL-AF9 leukemia cells derived from vehicle- or DS-5272-treated mice 24 h after treatment. Representative FACS plots (upper panels) and their quantification for three to four independent mice (lower panels). (Cell cycle_Vehicle: *n* = 3, DS-5272: *n* = 3, Apoptosis_Vehicle: *n* = 4, DS-5272: *n* = 4, Differentiation_Vehicle: *n* = 4, DS-5272: *n* = 5). Experiments were independently repeated at least three times. Student *t*-test. The numbers shown in upper panels indicate the percentage of cells within each gate. Data are shown as mean ± s.d. in lower panels

Next, we treated leukemia mice with vehicle or DS-5272 on an every 2-day schedule from day 3 to day 13. Mice treated with DS-5272 showed significantly prolonged survival, which continued well beyond discontinuation of therapy (Fig. 2a). DS-5272 treatment also led to dramatic decrease in the leukemic involvement of their BM and peripheral blood, whereas it showed only a little adverse effect on normal hematopoiesis (Fig. 2b, c, Supplementary Fig. 3). Delayed initiation of DS-5272 (from day 11 to day 21) still prolonged the survival of MLL-AF9 leukemia mice, with reduction of GFP+ leukemia cells in peripheral blood and improvement of hind limb paralysis of leukemic mice (Fig. 2d and Supplementary Movie 1-4). Thus, DS-5272 showed robust and strong antileukemia effect against p53-intact MLL-AF9 leukemia. As expected, DS-5272 did not inhibit the development of p53-deficient MLL-AF9 leukemia in vivo (Fig. 2e).

**Fig. 2:**
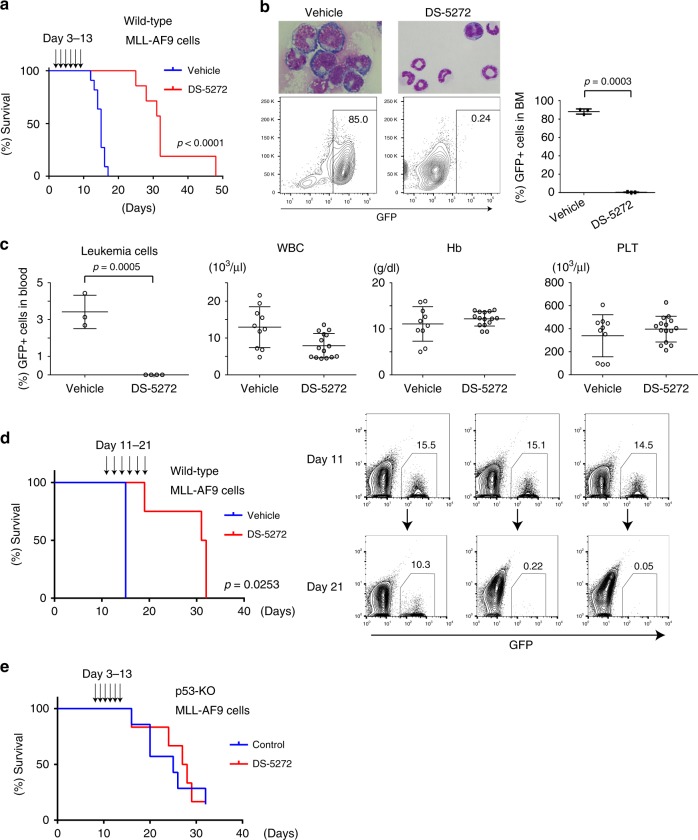
DS-5272 inhibits the development of MLL-AF9-driven leukemia in vivo. **a** Kaplan–Meier survival curves of MLL-AF9 leukemia mice treated with vehicle or DS-5272 from day 3 to day 13. (*n* = 12 per group). Statistical significance was evaluated by the log rank test. **b** Representative images and FACS analyses of BM cells derived from vehicle or DS-5272-treated MLL-AF9 leukemia mice (left), and the summarized data for three biologically independent experiments (right). Student *t*-test. **c** Frequency of GFP + leukemia cells in peripheral blood (Control: *n* = 3, DS-5272: *n* = 4), white blood cell counts (WBC), hemoglobin levels (Hb) and platelet counts (PLT) in leukemic mice treated with vehicle or DS-5272 at day 10. (Vehicle: *n* = 10, DS-5272: *n* = 15, data are shown as mean ± s.d.). **d** (left) Kaplan–Meier survival curves of MLL-AF9 leukemia mice treated with vehicle or DS-5272 from day 11 to day 21. (Control: *n* = 2, DS-5272: *n* = 4). Statistical significance was evaluated by the log rank test. (right) FACS plots of peripheral blood cells collected from MLL-AF9 leukemia mice at day 11 and day 21, showing reduction of GFP + leukemia cells at day 21 in the DS-5272-treated mice. **e** Kaplan–Meier survival curves of mice injected with p53-deficient MLL-AF9 cells, that were treated with vehicle or DS-5272 from day 3 to day 13. (Control: *n* = 7, DS-5272: *n* = 6)

### p53 provokes inflammatory responses in leukemia cells

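The RNA-Seq data cover leukemia cells of 6 mice with MLL-AF9 leukemia, a mouse model of AML in which hematopoietic progenitors carry the MLL-AF9 fusion oncogene. Of these mice, 3 received vehicle and 3 received DS-5272, an inhibitor of the interaction between p53 and MDM2, at a dose of 80 mg/kg by mouth. The leukemia cells were taken from the bone marrow 24 h later and isolated with a cell sorter. Strand-specific libraries were sequenced from both ends, and the authors trimmed the reads, aligned them to GRCm38 reference transcripts with TopHat and derived gene FPKM values with Cufflinks. These deposited values are normalized for transcript length and for the number of fragments of each sample, and they are not counts. The FPKM values of all genes summed to 445316, 492100 and 501241 in vehicle replicates 1, 2 and 3 and to 499229, 579884 and 661184 in DS-5272 replicates 1, 2 and 3. The authors' table gives no read totals, so the depth was estimated from the steps in which low FPKM values rise from one fragment to the next. The estimates were 43000000, 34700000 and 38000000 fragments for the vehicle samples and 32100000, 28000000 and 23200000 fragments for the DS-5272 samples. DS-5272 replicate 3 had 0.539 times the depth of vehicle replicate 1, and low values carry more counting error in the DS-5272 samples.

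Rows that shared a gene symbol were summed, and the 11130 genes with a mean of at least 1 FPKM over the 6 samples were tested. The groups were compared with limma on log2(FPKM + 1), two-sided, with a mean-variance trend and with Benjamini-Hochberg adjustment over these genes. Each log2 fold change is on that scale, which understates the change of genes with low FPKM. Pathways were represented by 20 hand-written gene lists, named after gene sets of the Hallmark collection, which was not used here. Each list was tested against the other genes with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over the 20 lists. A first principal component with 75.9% of the variance separated the vehicle samples from the DS-5272 samples.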

To assess the molecular changes induced by p53 activation in MLL-AF9 leukemia, we first examined expression profiles of vehicle- or DS-5272-treated MLL-AF9 cells. Consistent with earlier results, RNA-Seq and subsequent pathway analyses using GSEA^27,28^ revealed upregulation of p53- and apoptosis-related genes as well as downregulation of cell cycle regulatory genes upon DS-5272 treatment (Fig. 3a). 

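In DS-5272-treated MLL-AF9 cells 2697 genes were upregulated and 2451 were downregulated at an adjusted p under 0.05 from limma, and 6187 genes had an unadjusted p under 0.05. The 3 vehicle values and the 3 DS-5272 values did not overlap for 61.8% of the tested genes, where chance gives 10%. The choice that moved these numbers most was to require a log2 fold change of at least 1 as well, which left 978 upregulated and 621 downregulated genes. Upregulated genes made up 52.4% of the changed genes with FPKM as deposited, 41.3% (2233 upregulated and 3179 downregulated) after rescaling to a common upper quartile and 32.7% (1717 upregulated and 3536 downregulated) after rescaling to a common total. When 1 mouse at a time was left out, the fits gave from 1623 to 2934 upregulated and from 1389 to 2432 downregulated genes, with both lowest counts without vehicle replicate 2. Without vehicle replicate 3, 1492 genes were downregulated.

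The p53 pathway list had 37 tested genes with a median log2 fold change of 0.83 (quartiles 0.30 and 1.39), and 34 of these genes were higher in the DS-5272 group (adjusted p = 0.0013 from limma's camera). Averaged over the list, each of the 3 DS-5272 mice lay above every vehicle mouse. Upregulation passed the threshold for 9 of these genes over all genes tested, for 7 adjusted over the list alone, and for 19 over all genes tested when the replicate number was a block in the fit. The 3 largest rises among the genes past the threshold were those of Sesn2 (log2 fold change 1.91, standard error 0.33, adjusted p = 0.0059 from limma), Trp53inp1 (1.85, standard error 0.54, adjusted p = 0.029 from limma) and Fas (1.61, standard error 0.36, adjusted p = 0.013 from limma). Without DS-5272 replicate 3 the log2 fold change of Trp53inp1 was 1.22. The call of Trp53inp1 was lost without vehicle replicate 1, 2 or 3 (adjusted p = 0.052, 0.085 and 0.085 from limma) and with no filter on low FPKM (0.061, in a range from 0.015 to 0.085 over its alternatives). The median of the p53 pathway list was 0.41 without DS-5272 replicate 3. The list did not pass the threshold under fry, limma's rotation test (adjusted p = 0.095), nor in an overlap test against the upregulated genes (adjusted p = 0.558, Fisher's exact test), in a range of adjusted p from 9.2e-05 to 0.642 over its alternatives. The top of that range came from the Reactome set for regulation by p53, whose median was 0.07.

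Among p53 target genes, Cdkn1a had 14.8, 28.1 and 25.5 FPKM in vehicle replicates 1, 2 and 3 and 32.3, 117 and 485 FPKM in DS-5272 replicates 1, 2 and 3 (log2 fold change 2.43, standard error 0.89, adjusted p = 0.061 from limma, and 0.014 with the replicate block). Mdm2 rose from 34.5 ± 6.64 FPKM (SD, n = 3) to 110 ± 87.9 FPKM (SD, n = 3), a log2 fold change of 1.36 with a standard error of 0.53 (adjusted p = 0.073 from limma, and 0.015 with the replicate block). For both genes the groups did not overlap. Bbc3, which encodes Puma, changed by 1.02 (standard error 0.75, adjusted p = 0.290 from limma, and 0.038 with the block) and Gadd45a by 1.13 (standard error 0.68, adjusted p = 0.205 from limma, and 0.0025 with the block), and their groups overlapped. Without DS-5272 replicate 3 the log2 fold changes of Mdm2, Cdkn1a, Bbc3 and Gadd45a were 0.75, 1.45, 0.33 and 0.73. Without DS-5272 replicate 1 those of Mdm2, Cdkn1a and Bbc3 were 1.89, 3.38 and 1.84 and passed the threshold (adjusted p = 0.017, 0.011 and 0.026 from limma), and without vehicle replicate 1 those of Bbc3 and Gadd45a were 0.64 and 0.45. Exons of Cdkn1a and Gadd45a overlap annotated transcripts of the opposite strand, and the counting is not stated to use strand. Trp53 mRNA itself was lower, at 72.9 ± 10.3 FPKM (SD, n = 3) with vehicle and 38.8 ± 7.81 FPKM (SD, n = 3) with DS-5272 (log2 fold change −0.91, standard error 0.18, adjusted p = 0.0086 from limma).

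**Figure D1:**
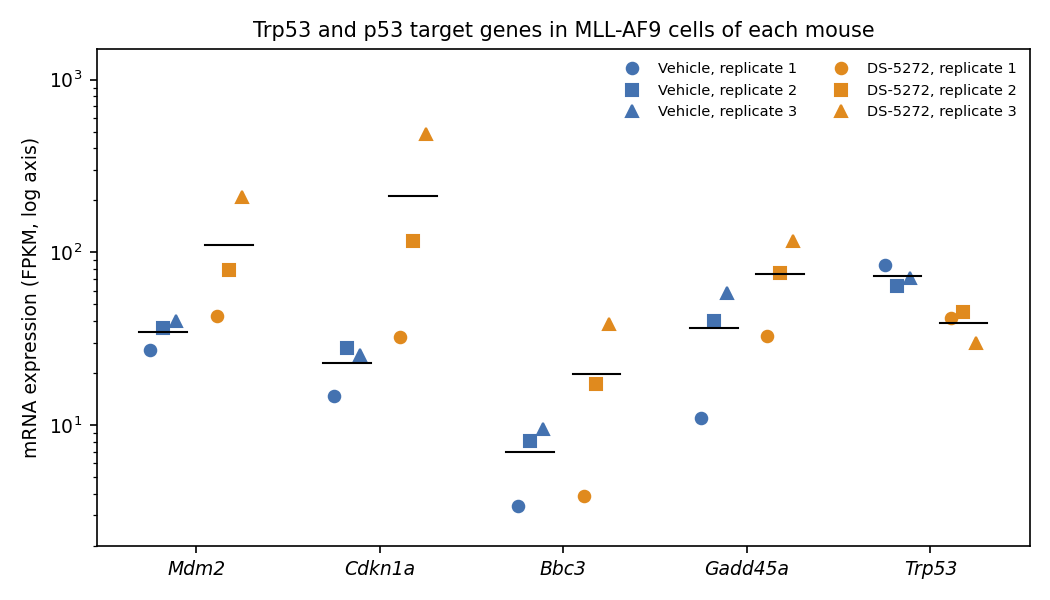
mRNA expression (FPKM, log axis) of Mdm2, Cdkn1a, Bbc3, Gadd45a and Trp53 in each of the 3 vehicle and 3 DS-5272 mice, with 1 symbol per replicate number and a line at each group mean. For Cdkn1a the DS-5272 mice spread from 32.3 to 485 FPKM, and for Trp53 all DS-5272 values lie under the vehicle values.

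The apoptosis list had a median log2 fold change of 0.78 over 50 genes, 45 of which rose (adjusted p = 1.1e-05 from limma's camera), and its mean was higher in all 3 DS-5272 mice than in any vehicle mouse. Upregulation passed the threshold for 24 of its genes over all genes tested and for 24 adjusted over the list alone. The largest rises were those of Il1b, Cd14 and Il18, at 4.27, 2.63 and 2.58, with standard errors of at most 1.05 and adjusted p of at most 0.018 from limma. The adjusted p of Il1b was 0.054 without DS-5272 replicate 2 and that of Cd14 was 0.053 without DS-5272 replicate 3. The Reactome apoptosis set, with 124 tested genes, had a median of −0.02.

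Cell cycle genes moved the other way. The E2F target list fell to a median log2 fold change of −1.96 (adjusted p = 2.7e-14 from limma's camera), and 51 of its 52 genes were downregulated over all genes tested and 51 adjusted over the list alone. Ccnb2, Birc5 and Plk1 had the largest falls, with log2 fold changes of −3.33, −2.85 and −2.62, standard errors of at most 0.73 and adjusted p of at most 0.019 from limma. In the G2M checkpoint list the median was −2.15 (adjusted p = 3.7e-12 from limma's camera), and 45 of 50 genes were downregulated by either adjustment, over all genes tested or adjusted over the list alone. Ccnb2, Birc5 and Cdc20 (−2.79) fell most in that list, and E2f2 rose by 0.37 (standard error 0.12, adjusted p = 0.048 from limma). E2f2 lost its call in each of the 6 fits that left out 1 mouse (adjusted p up to 0.142) and under 6 other alternatives (adjusted p from 0.022 to 0.525 over its alternatives), and Birc5 lost its call without vehicle replicate 1, 2 or 3 (adjusted p = 0.0557, 0.0594 and 0.0501). The broader Reactome cell cycle set, with 431 tested genes, had a median of −0.51. Both lists were lower in each of the 3 DS-5272 mice than in any vehicle mouse, and their genes fell less in DS-5272 replicate 2, where Ccnb2 was at 24.7 FPKM against 4.57 and 1.85 FPKM in DS-5272 replicates 1 and 3.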

DS-5272 treatment also induced upregulation of inflammation- and interferon-associated genes in MLL-AF9 cells, including PD-L1 that plays a critical role in suppressing T and NK cell activation^15,16^ (Fig. 3a–c, Supplementary Fig. 4). These expression changes suggest that p53 activation triggers an immune-inflammatory response that leads to leukemia regression, and the upregulated PD-L1 in surviving leukemia cells promotes their immune escape.

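The interferon gamma response list had a median log2 fold change of 1.13 over 69 tested genes (adjusted p = 7.2e-13 from limma's camera), with 55 genes upregulated over all genes tested and 57 adjusted over the list alone. Oas3, Zbp1 and Mx1 rose most in it, by 2.65, 2.54 and 2.50, with standard errors of at most 0.36 and adjusted p of at most 0.0037 from limma. The interferon alpha response list had a median of 1.08 over 49 genes (adjusted p = 9.5e-12 from limma's camera), with 43 genes upregulated over all genes tested and 44 adjusted over the list alone, and Mx1, Isg15 (2.45) and Rsad2 (2.42) rose most. Rescaling to a common total gave the lowest median of the interferon alpha list, 0.90. Zbp1 had 21.7 ± 9.00 FPKM (SD, n = 3) with vehicle and 129 ± 37.0 FPKM (SD, n = 3) with DS-5272.

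For the inflammatory response list the median was 1.29 over 69 genes (adjusted p = 3.1e-09 from limma's camera). In that list 46 genes were upregulated and 5 downregulated over all genes tested, against 47 and 5 adjusted over the list alone. Il1b, Fpr1 and Ccl2 had the largest rises, and Slc7a1 fell by 1.40 (standard error 0.33, adjusted p = 0.014 from limma). With no filter on low FPKM the median of the list was 0.80. Fpr1 rose from 2.29 ± 0.11 FPKM (SD, n = 3) to 49.5 ± 16.3 FPKM (SD, n = 3), a log2 fold change of 3.90 (standard error 0.21, adjusted p = 0.00060 from limma). The interferon and inflammatory lists each had a higher mean in all 3 DS-5272 mice than in any vehicle mouse.

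TNFA signaling via NFKB rose by a median of 1.33 over 70 genes (adjusted p = 1.4e-06 from limma's camera), with 31 genes upregulated and 1 downregulated by either adjustment, over all genes tested or adjusted over the list alone. With the replicate number as a block 61 were upregulated. The mean of this list lay above every vehicle mouse in 2 of the 3 DS-5272 mice, and 65 of its 70 genes were higher with DS-5272 in each of the 3 same-numbered pairs of mice. Il1b, Ccl4 (3.78) and Ccl2 (3.71) rose most in log2 fold change, while Myc fell from 48.7 ± 2.56 FPKM (SD, n = 3) to 22.2 ± 10.5 FPKM (SD, n = 3), a log2 fold change of −1.23 (standard error 0.36, adjusted p = 0.031 from limma). The call of Myc was lost without vehicle replicate 1, 2 or 3 (adjusted p = 0.080, 0.078 and 0.082 from limma) and with no filter (0.063, in a range from 0.0050 to 0.082 over its alternatives), and its log2 fold change was −0.77 without DS-5272 replicate 3. An antisense transcript overlaps exons of Il1b. Without vehicle replicate 1 the median of the TNFA list was 0.80. In both groups 65 of its 70 genes were lower in replicate 1 than in replicates 2 and 3 on average, as with Il1b at 1.01, 9.63 and 13.0 FPKM in vehicle replicates 1, 2 and 3 and at 30.5, 194 and 347 FPKM in DS-5272 replicates 1, 2 and 3.

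Fry was run without the replicate block. Of the lists past the threshold with camera, the p53 pathway list and the TNFA list (adjusted p = 0.062) did not hold under fry, and the others held. With the inter-gene correlation estimated for each list in place of the preset value, no list of the 20 passed, the lowest adjusted p was 0.327, and 1 list had an unadjusted p under 0.05. That run had no replicate block either, so differences shared by same-numbered mice enter the estimated correlations. From the upregulation of inflammation- and interferon-associated genes, including PD-L1, the paper proposes that p53 activation sets off an immune-inflammatory response that leads to leukemia regression, and that PD-L1 on surviving leukemia cells favors their immune escape.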

**Fig. 3:**
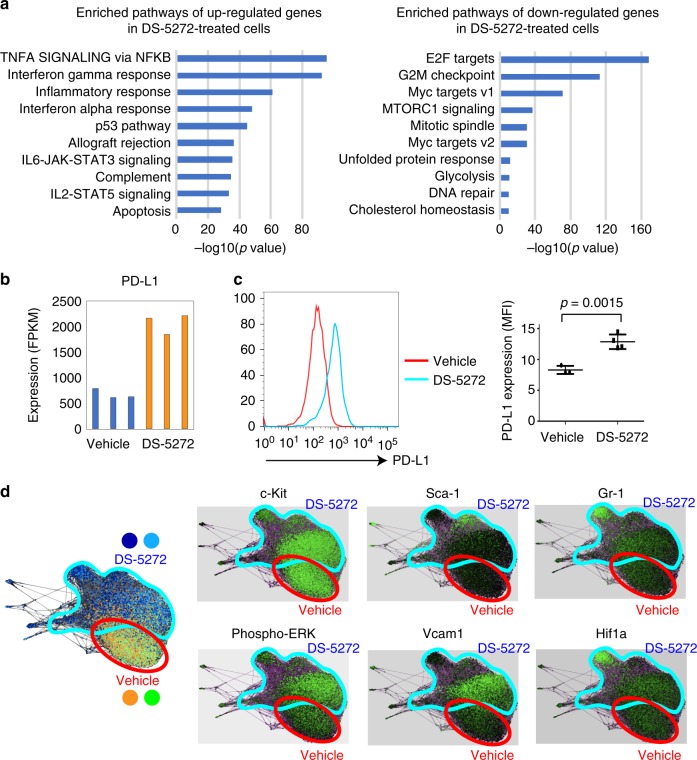
DS-5272 treatment triggers an immune-inflammatory response in MLL-AF9 cells. **a** GSEA for up- and down-regulated genes in DS-5272-treated MLL-AF9 cells using the Hallmark collections of the GSEA MSigDB (http://software.broadinstitute.org/gsea/msigdb). The *x* axis shows the *P* value (−log_10_). **b** mRNA expression of PD-L1 in vehicle- or DS-5272-treated MLL-AF9 cells. **c** Cell surface expression of PD-L1 in vehicle- or DS-5272-treated MLL-AF9 cells. Representative FACS plots (left) and quantification of MFI of PD-L1 in MLL-AF9 cells (right). Data are shown as mean ± s.d. of four biologically independent experiments. Student t-test. **d** 25-dimensional analysis using SPRING (https://kleintools.hms.harvard.edu/tools/spring.html) of bone marrow cells from MLL-AF9 leukemia mice treated with vehicle and DS-5272 for 24 h (*n* = 2/condition). Differences in the location of cells within the SPRING map resulted from changes in protein expression. The regions enclosed by the red and blue curves represent the cells treated with vehicle or DS-5272, respectively. At right, surface (c-Kit, Gr-1, Vcam1) and intracellular signaling pathway (phospho-ERK) markers in vehicle- and DS-5272-treated MLL-AF9 leukemia cells are shown

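Of the 20 lists that stand for the pathways of Fig. 3a, 17 passed an adjusted p of 0.05 from limma's camera in the direction the figure gives. Among the remaining upregulated pathways, the complement list had the highest median log2 fold change, 1.44 over 42 genes (adjusted p = 1.7e-09 from limma's camera), with 33 genes upregulated over all genes tested and 35 adjusted over the list alone. Dusp6, Mmp8 and Ltf rose most, by 3.40, 3.36 and 3.36, and Me1 fell by 0.88. The C1q genes of that list were highest in DS-5272 replicate 1, with C1qb at 58.2, 14.1 and 15.6 FPKM in DS-5272 replicates 1, 2 and 3 against 2.15 ± 0.73 FPKM (SD, n = 3) with vehicle, and without that replicate the median of the list was 1.55. With no filter it was 0.94. Allograft rejection had a median of 1.17 over 50 genes (adjusted p = 1.2e-10 from limma's camera), with 38 upregulated genes over all genes tested and 38 adjusted over the list alone. With no filter the median of the allograft list was 0.54. It shared its top genes Il1b, Ccl4 and Ccl2 with the TNFA list, and Lck fell by 0.60, a call that was lost in 5 of the 6 fits that left out 1 mouse (adjusted p up to 0.106). The IL6-JAK-STAT3 list rose by a median of 1.09 over 48 genes (adjusted p = 1.3e-10 from limma's camera), with 35 upregulated genes over all genes tested and 36 adjusted over the list alone, led by Il1b, Cd14 and Hmox1. Hmox1 went from 17.1 ± 1.11 FPKM (SD, n = 3) to 102 ± 1.91 FPKM (SD, n = 3), a log2 fold change of 2.50 (standard error 0.09, adjusted p = 0.00018 from limma). IL2-STAT5 signaling had a median of 0.66 over 54 genes (adjusted p = 1.1e-05 from limma's camera). In that list 29 genes were upregulated and 5 downregulated over all genes tested, against 32 and 5 adjusted over the list alone. Il10ra, Ifitm3 and Capg rose by 2.73, 2.49 and 2.23 in that list, and Cdkn1c fell by 2.13.

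Mitotic spindle genes fell by a median of 1.60 over 51 genes (adjusted p = 3.1e-11 from limma's camera), with 42 downregulated by either adjustment, over all genes tested or adjusted over the list alone, and Birc5, Plk1 and Nek2 (−2.59) fell most. With the genes shared between lists left out the median was −0.66. For Myc targets v1 the median was −0.94 over 56 genes (adjusted p = 3.3e-13 from limma's camera), and 50 genes were downregulated by either adjustment, with Mcm5, Mcm2 and Mcm7 at −2.28, −2.25 and −2.22. For Myc targets v2 it was −0.93 over 49 genes (adjusted p = 6.5e-11 from limma's camera), with 40 downregulated genes over all genes tested and 42 adjusted over the list alone. Plk1, Mcm5 and Plk4 (−1.89) fell most there, and Hk2 rose by 0.49, or by 0.24 after rescaling to a common total (adjusted p = 0.230, in a range from 0.0073 to 0.230 over its alternatives). The MTORC1 list had a median of −0.43 over 64 genes (adjusted p = 4.9e-05 from limma's camera), with 33 downregulated and 7 upregulated over all genes tested, against 34 and 7 adjusted over the list alone, and 12 were upregulated with the replicate block. Phgdh (−3.28), Plk1 and Mcm2 fell most, and G6pdx rose by 1.44. DNA repair genes fell by a median of 0.48 over 61 genes (adjusted p = 5.4e-07 from limma's camera). Of these, 35 were downregulated and 3 upregulated over all genes tested, against 36 and 3 adjusted over the list alone, and 5 were upregulated with the replicate block. Lig1 and Dut had log2 fold changes of −2.28 and −1.90, and Polb rose by 1.25. These 5 lists had a lower mean in all 3 DS-5272 mice than in any vehicle mouse, as the 4 upregulated lists had a higher one.

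Downregulation did not pass the threshold for 3 lists whose genes moved both ways. The cholesterol homeostasis list had a median of −0.23 over 47 genes (adjusted p = 0.075 from limma's camera), with 22 genes downregulated and 14 upregulated over all genes tested, against 22 and 15 adjusted over the list alone. It passed under fry (adjusted p = 0.017), in the overlap test (0.00019), with the Reactome set (5.5e-05) and without vehicle replicate 1 (0.038), in a range from 5.5e-05 to 0.480 over its alternatives. Sqle, Idi1 and Tmem97 fell by 1.95, 1.74 and 1.44, while Lgals3 rose by 2.94. Glycolysis had a median of −0.09 over 43 genes (adjusted p = 0.350 from limma's camera), with 17 genes downregulated and 12 upregulated by either adjustment, and it passed in the overlap test (adjusted p = 0.0079, in a range from 0.0079 to 0.707 over its alternatives). Its median was −0.18 without DS-5272 replicate 3, −0.16 without vehicle replicate 1 and −0.04 without DS-5272 replicate 1, and the Reactome glycolysis set had a median of 0.32. Rescaling to a common total, which moved the median of all tested genes by −0.25, gave −0.36 for this list and −0.28 for the unfolded protein response list, neither past the threshold. The largest falls were those of the cell cycle genes Kif20a, Stmn1 and Cdk1, at −2.37, −2.30 and −2.25, and G6pdx rose. The unfolded protein response list had a median of −0.02 over 58 genes (adjusted p = 0.299 from limma's camera), with 18 downregulated and 11 upregulated over all genes tested, against 18 and 12 adjusted over the list alone. Cks1b, Psat1 and Exosc2 fell by 2.13, 1.61 and 1.53, and Cebpb rose by 0.94, a call lost in 5 of the 6 fits that left out 1 mouse (adjusted p up to 0.097) and with no filter. The call of Cdk1 was lost without vehicle replicate 1 or 2 (adjusted p = 0.0502 and 0.0545). The median of this list stayed between −0.05 and 0.0056 in the fits that left out 1 mouse at a time, and it was above 0 without vehicle replicate 3.

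**Figure D2:**
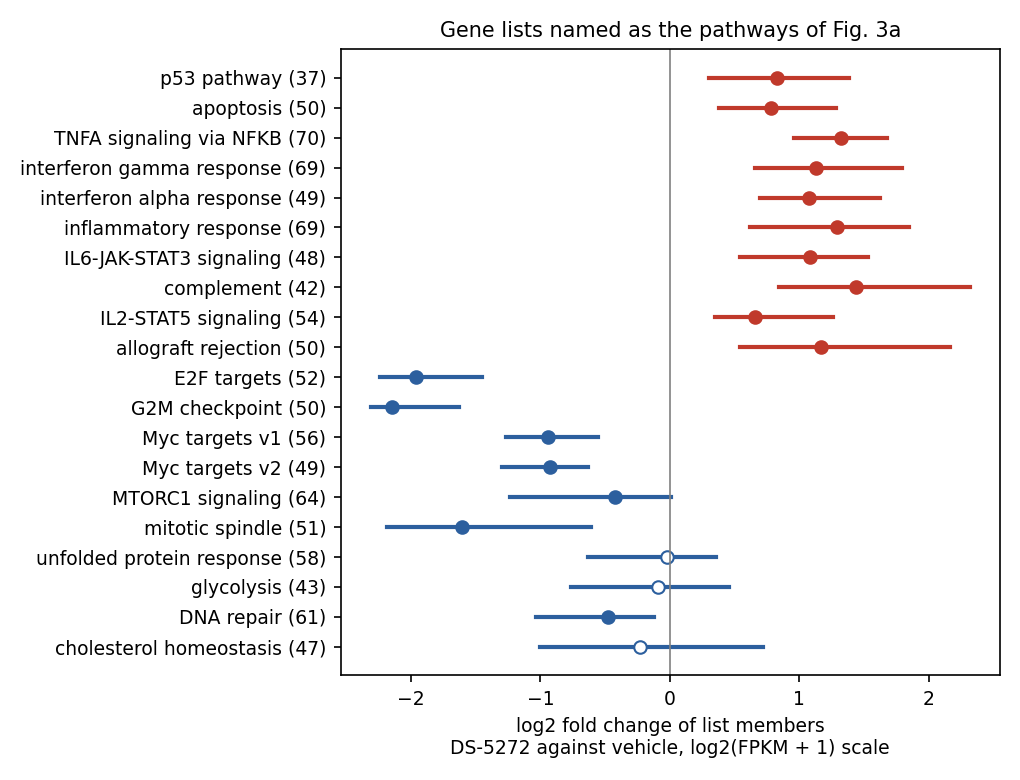
Median log2 fold change (DS-5272 against vehicle, log2(FPKM + 1) scale; circles) and quartiles (lines) of the tested genes of each of the 20 lists, with the number of tested genes in brackets, red for pathways of the upregulated panel of Fig. 3a and blue for the downregulated panel. Filled circles passed an adjusted p of 0.05 with limma's camera; the open circles are the unfolded protein response, glycolysis and cholesterol homeostasis lists.

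Over all tested genes without overlap between the groups, the largest rises past the threshold were those of Stfa2, Stfa3, 2010005H15Rik, Mmp9 and Gm5416, with log2 fold changes of 5.31, 5.07, 4.55, 4.32 and 4.30. Except for Mmp9 these are stefin A genes or stefin A-like genes with near-identical copies, so the split of reads among them is uncertain. Mpo, Flt3, Ccnb2 and Phgdh were among the 5 genes with the largest falls. Mpo went from 228 ± 92.8 FPKM (SD, n = 3) to 6.40 ± 5.02 FPKM (SD, n = 3), a log2 fold change of −5.07 (standard error 0.49, adjusted p = 0.0014 from limma), and Flt3 from 39.1 ± 13.3 FPKM (SD, n = 3) to 1.83 ± 0.81 FPKM (SD, n = 3), a log2 fold change of −3.81 (standard error 0.28, adjusted p = 0.00069 from limma).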

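PD-L1 is encoded by Cd274, which the authors' table lists by that symbol. In the GENCODE annotation of GRCm38 this protein-coding gene lies on chromosome 19 from 29367455 to 29388095 on the plus strand, and an antisense transcript overlaps an exon on the other strand. Its expression was 5.88, 5.63 and 5.06 FPKM in vehicle replicates 1, 2 and 3 and 20.5, 21.9 and 32.5 FPKM in DS-5272 replicates 1, 2 and 3. The group means were 5.52 ± 0.42 FPKM (SD, n = 3) and 24.9 ± 6.56 FPKM (SD, n = 3), a ratio of 4.52. Every DS-5272 mouse had a higher value than every vehicle mouse (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). The log2 fold change was 1.97 (standard error 0.18, adjusted p = 0.0012 from limma), so the difference was larger than the spread between the mice. It stayed between 1.77 and 2.09 in the fits that left out 1 mouse at a time, with adjusted p from 0.0012 to 0.011 from limma. The lowest of these was without DS-5272 replicate 3. Among the processing choices that keep all 6 mice, rescaling to a common total moved it most, to 1.79, and over the others the adjusted p from limma was between 0.00068 and 0.0044. With the transcript length and the estimated depth, these values correspond to means of 773 fragments with vehicle and 2441 fragments with DS-5272.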

We then assessed changes of surface marker expression and signal transduction induced by DS-5272 in MLL-AF9 cells using the single-cell mass cytometry. Analyses of the mass cytometry data using SPRING^29^ and SPADE^30^ revealed distinct molecular signatures between vehicle- and DS-5272-treated cells, including upregulation of Gr-1 and Sca-1 in subsets of DS-5272-treated leukemia cells. DS-5272 also induced activation of ERK pathway and upregulation of an adhesion molecule VCAM-1^31^ in c-Kit + population (Fig. 3d). Expression of other cell surface molecules that were shown to regulate hematopoietic and leukemia stem cells, EPCR, CXCR4 and CD49d, were not upregulated by DS-5272 (Supplementary Fig. 5A). Furthermore, we found strong activation of Hif1α, Stat1 and Stat4 pathways in Gr-1+ population upon DS-5272 treatment, indicating the enhanced inflammatory signaling in the relatively differentiated leukemia cells in agreement with the RNA-seq data above (Fig. 3d, Supplementary Fig. 5B, Supplementary Fig. 6). The Gr-1+ MLL-AF9 cells retained colonogenic activity (Supplementary Fig. 7), suggesting that they are not terminally differentiated cells. These Gr-1+ leukemia cells may play important roles to suppress T and/or NK cell functions as myeloid-derived-suppressor cells (MDSCs)^32^ do in solid tumors.

Because PD-L1 was shown to be a transcriptional target of Hif1α in MDSCs^21^, we examined if PD-L1 expression is dependent on Hif1α in MLL-AF9 cells. We transduced MLL-AF9 into bone marrow c-Kit + cells derived from Hif1α^flox/flox^; Rosa26-Cre-ERT2 mice to establish an inducible gene knockout system for *Hif1*α (Fig. 4a). Exposure of control MLL-AF9 cells to hypoxia resulted in upregulation of both Hif1α and PD-L1. This hypoxia-induced PD-L1 upregulation was not observed in Hif1α-depleted cells (Fig. 4b, c), indicating that PD-L1 is a downstream target of Hif1α in MLL-AF9 cells. Taken together, these results suggest that pharmacological activation of p53 provokes inflammatory and immune responses in MLL-AF9 cells, including activation of Hif1a-PD-L1 pathway.

**Fig. 4:**
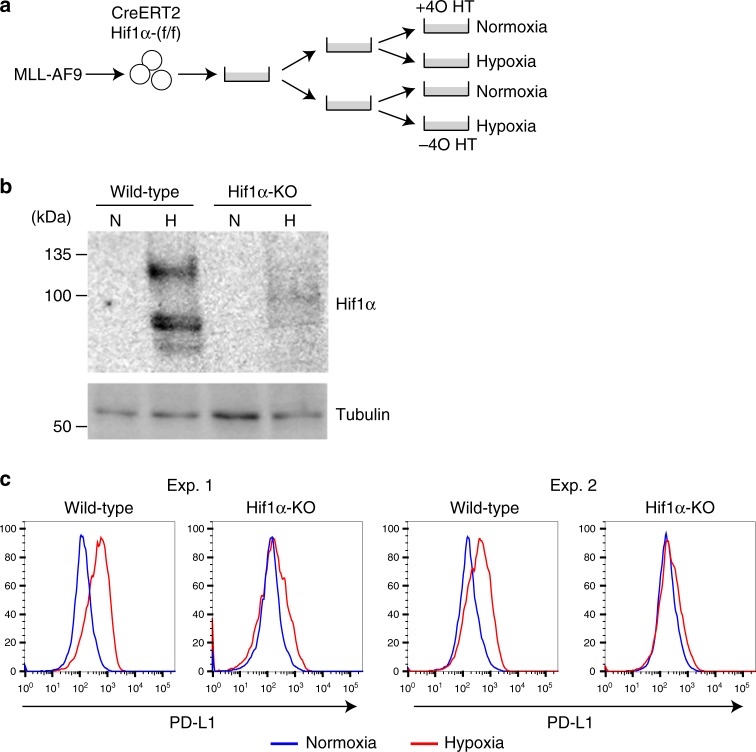
PD-L1 is a downstream target of Hif1α in MLL-AF9 cells. **a** Experimental scheme used in **b**, **c**. Bone marrow c-Kit + cells derived from Hif1α^flox/flox^; Rosa26-Cre-ERT2 mice were transduced with MLL-AF9, and were treated with EtOH or 1 μM 4OHT in semisolid media. The Hif1α-intact and Hif1α-deleted cells were then cultured under either hypoxia or normoxia condition for 24 h. **b**, **c** Cells described in **a** were subjected to immunoblotting with Hif1α and tubulin antibodies (**b**), and FACS analyses to evaluate PD-L1 expression (**c**)

### Therapy-resistant cells are enriched in BM endosteal region

Despite the remarkable therapeutic effect of DS-5272, all leukemia mice eventually relapsed ~2 weeks following discontinuation of treatment. MLL-AF9 cells derived from relapsed mice after the initial therapy did not have mutations in *Trp53* gene, but were no longer sensitive to DS-5272 in vivo (Supplementary Fig. 8). To examine spatial distribution of therapy-resistant leukemia cells in BM, we next assessed the frequency of GFP+ leukemia cells in trabecular-rich endosteal BM areas and central BM areas^33^ with or without DS-5272 treatment. Most GFP+ leukemia cells were detected in endosteal BM regions where osteoblasts reside in DS-5272-treated mice. In contrast, both endosteal and central BM regions were filled with GFP+ leukemia cells in control mice (Fig. 5a). The enrichment of residual AML cells in endosteal BM region after DS-5272 treatment was also confirmed by microscopic observations (Fig. 5b, c). Thus, leukemia cells within the osteoblast-rich area appear to be protected from p53-induced cell death. Interestingly, leukemia cells reside in BM endosteal regions also expressed higher level of PD-L1 compared with those in BM central regions (Fig. 5d), which probably accounts for their low sensitivity to DS-5272. The high expression of PD-L1 in endosteal MLL-AF9 cells is likely associated with the increased inflammatory signaling in them, as was shown in a recent report^34^.

**Fig. 5:**
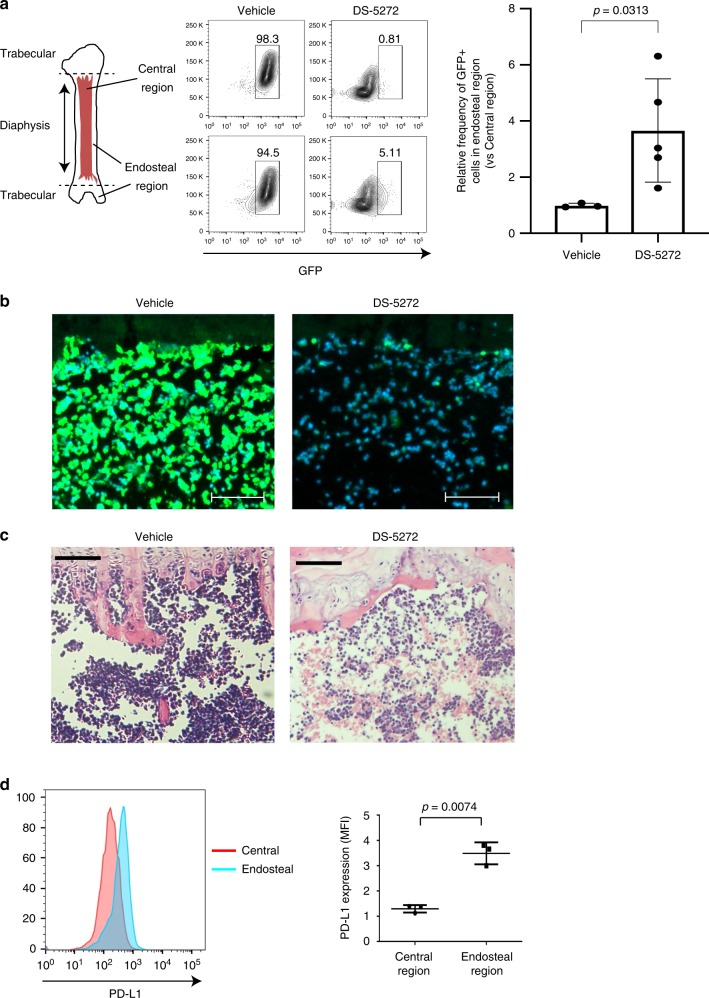
Therapy-resistant leukemia cells are enriched in endosteal BM region. **a** Mice transplanted with MLL-AF9 leukemia cells were treated with vehicle or DS-5272 for 2 weeks. Cells in central and endosteal BM regions were isolated from these mice, and were analyzed by FACS. Shown are frequencies of GFP + leukemia cells in central and endosteal BM regions. Representative FACS plots (left) and their quantification for three (Vehicle) or five (DS-5272) independent mice (right). The numbers shown indicate the percentage of cells within each gate (left), and data are shown as mean ± s.d. (right). Student *t*-test. **b** Bone marrow progenitors derived from C57BL/6-Tg (CAG-EGFP) mice were transduced with MLL-AF9, and were transplanted into recipient mice. These mice were treated with vehicle or DS-5272, and distribution of GFP + leukemia cells in femur was analyzed with microscopy 24 h after treatment. GFP + leukemia cells were markedly reduced and were enriched in endosteal regions in DS-5272-treated mice. 10x magnification, scale bar, 100 μm. **c** Mice transplanted with MLL-AF9 leukemia cells were treated with vehicle control or DS-5272. The tibiae were resected 24 h after treatment and histologically processed to obtain H&E stained sections. ×10 magnification, scale bar, 100 μm. **d** Cell surface expression of PD-L1 in MLL-AF9 cells collected from central or endosteal BM regions. Representative FACS plots (left) and quantification of MFI of PD-L1 in MLL-AF9 cells (right). Data are shown as mean ± s.d. of three biologically independent experiments. Student *t*-test

### Reduced antitumor effect of DS-5272 in immunodeficient mice

We next assessed the therapeutic effect of DS-5272 using patient-derived xenograft (PDX) models for human AML^23^. We transplanted primary AML samples into NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1Wjl*^Tg (CMV-IL3,CSF2,KITLG)1Eav/MloySzJ (NSGS) mice^35^ and established eleven PDXs for human AML with robust repopulating ability. We cultured these PDX-derived AML cells with DS-5272, and identified several AMLs that were more sensitive to DS-5272 than normal CD34 + cord blood cells (Fig. 6a). DS-5272 treatment induced apoptosis and/or cell cycle arrest in these human AML cells (Fig. 6b and Supplementary Figs. 9, 10). Consistent with previous reports^9,36,37^, approximately half of AML samples were sensitive, whereas cells with *TP53* mutations and several cell lines with wild-type *TP53* were resistant to DS-5272 (Supplementary Fig. 11A, Supplementary Table 1). MDM2 mRNA levels did not predict sensitivity of each PDX-AML to DS-5272 (Supplementary Fig. 11B), which is also consistent with previous reports^36,37^.

**Fig. 6:**
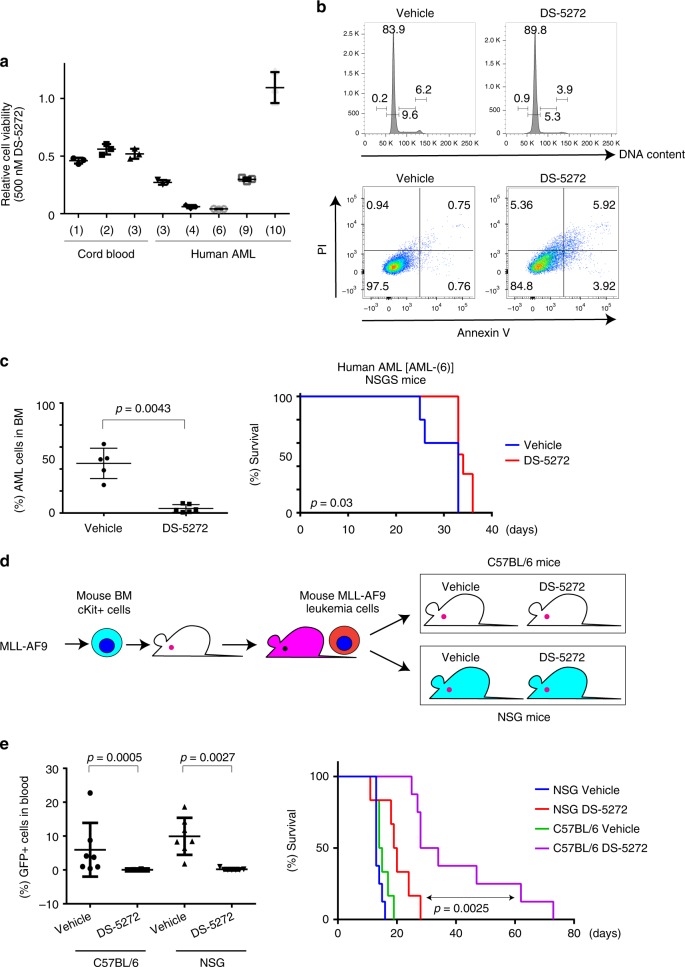
Limited antileukemia effects of DS-5272 in immunodeficient mice. **a** Viability of normal cord blood (CB) CD34 + cells and PDX-derived human AML cells treated with 500 nM DS-5272 was measured by WST-1 assay. Results are normalized to the viability of DMSO-treated cells, set at 1 (*n* = 3). Data are shown as the mean ± s.d. of triplicate wells. See also Supplementary Table 1 and Supplementary Fig. 11. **b** Cell-cycle status and apoptosis were assessed after 3 days culture of human AML-(6) cells with vehicle or DS-5272 (250 nM). (upper panels) Shown are cell cycle profiles assessed by FACS with PI staining of DNA. The numbers indicate the percentages of cells in the sub-G1, G1, S, and G2/M phases. (lower panels) Shown are FACS profiles of Annexin V and PI staining. The numbers indicate the percentages of Annexin V+ cells. See also Supplementary Fig. 9 and Supplementary Fig. 10. **c** (left) Frequency of human CD45+ AML cells in bone marrow of NSGS mice treated with vehicle or DS-5272 at day 20. Data are shown as mean ± s.d. of five or six biologically independent samples. (right) Kaplan–Meier survival curves of NSGS mice injected with AML-(6), that were treated with vehicle or DS-5272. (Vehicle: *n* = 5, DS-5272: *n* = 6) Statistical significance was evaluated by the log rank test. **d** Experimental scheme used in **e**. MLL-AF9-transduced mouse bone marrow cells were transplanted into C57BL/6 mice or NSG mice, and these mice were treated with either vehicle or DS-5272. **e** (left) Frequency of GFP + leukemia cells in peripheral blood of MLL-AF9 leukemia mice (C57BL/6 or NSG mice) treated with vehicle or DS-5272 at day 10. (NSG_Vehicle: *n* = 7, NSG_DS-5272: *n* = 8, C57BL/6_Vehicle: *n* = 7, C57BL/6_DS-5272: *n* = 8). Data are shown as mean ± s.d. of seven or eight independent samples. Student *t*-test. (right) Kaplan–Meier survival curves of C57BL/6 or NSG mice injected with MLL-AF9 cells, that were treated with vehicle or DS-5272. (*n* = 12 per group). Statistical significance was evaluated by the log rank test

We then transplanted a DS-5272-sensitive PDX [AML-(6)] to NSGS mice and treated the mice with DS-5272. Similar to the earlier results obtained by the mouse AML model, DS-5272 treatment efficiently inhibited the engraftment of human AML cells in bone marrow at day 20. However, survival of these mice was only modestly improved (Fig. 6c). We speculated that the lack of an intact immune system could explain the limited survival benefit of NSGS mice treated with DS-5272 in this PDX model. To test this possibility, we compared the effect of DS-5272 on mouse MLL-AF9 cells in immunocompetent C57BL/6 mice and immunodeficient NSG mice (Fig. 6d). Although DS-5272 treatment initially inhibited leukemic progression of mouse MLL-AF9 cells in both mouse strains, it showed only modest effect to prolong the survival of NSG mice (Fig. 6e). These results suggest that the systemic immune response triggered by DS-5272 plays a crucial role in suppressing the regrowth of residual AML cells after the therapy, which is necessary for prolonged survival of leukemic mice treated with DS-5272.

### NK cells enhance the antileukemia effect of p53 activation

To determine the major immune cell type that enhances the effect of p53 activation in vivo, we first examined the influence of DS-5272 treatment on activity of CD8 + T cells and NK cells in leukemia-bearing C57BL/6 mice. Interestingly, DS-5272 induced upregulation of active markers (CD107a and IFN-γ) in NK cells but not in CD8+ T cells (Fig. 7a, b). Furthermore, coculture of NK cells with mouse MLL-AF9 leukemia cells resulted in massive apoptosis of leukemia cells (Fig. 7c). These data suggest possible contribution of NK cells to DS-5272-mediaged leukemia suppression. To test this possibility, we next assessed the effect of NK cell transfer into immunodeficient NSG mice and that of NK cell depletion from immunocompetent C57BL/6 mice on the efficacy of DS-5272 using the MLL-AF9 leukemia model. NK cell transfer to NSG mice increased, whereas depletion of NK cells with anti-NK1.1 antibody from C57BL/6 mice reduced the therapeutic effect of DS-5272 against MLL-AF9 leukemia (Fig. 7d, e). These data suggest that NK cells are important mediators of antileukemia immunity during the treatment with DS-5272.

**Fig. 7:**
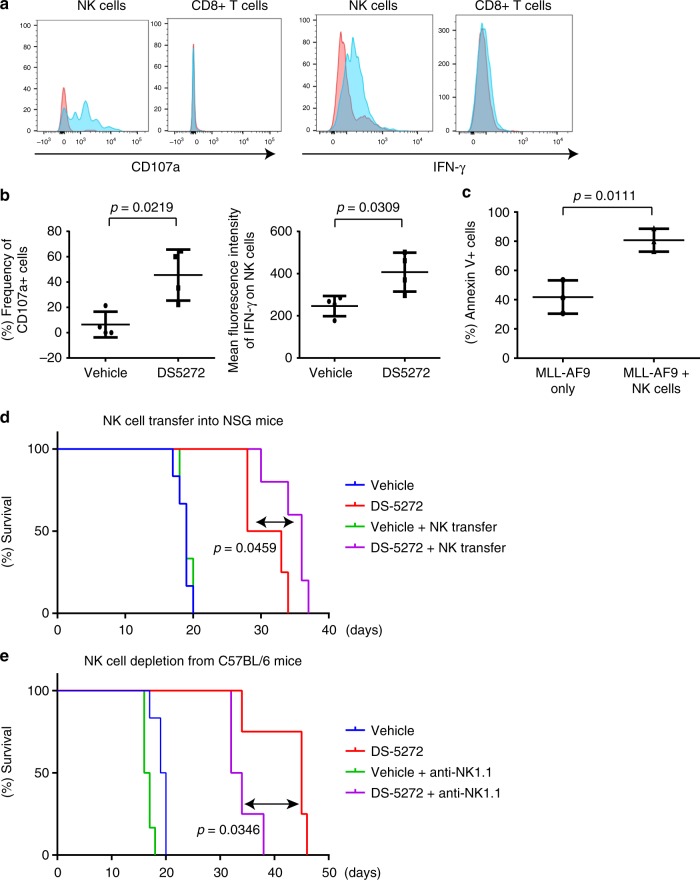
NK cells contribute to the antileukemia effect of DS-5272. **a** Representative FACS plots showing cell surface expression of Cd107a (left) and intracellular expression of IFN-γ (right) in NK cells and Cd8 + T cells in bone marrow. **b** Quantification of frequency of Cd107a+ cells (left) and mean fluorescence intensity (MFI) of IFN-γ (right) in NK cells. Data are shown as mean ± s.d. of four biologically independent samples. Student *t*-test. **c** MLL-AF9 leukemia cells were co-cultured with or without NK cells. Frequency of Annexin-V + cells in MLL-AF9 leukemia cells was assessed after 48 h of co-culture. Data are shown as mean ± s.d. of three biologically independent samples. Student t-test. **d** Kaplan–Meier survival curves of NSG mice injected with MLL-AF9 cells or MLL-AF9 cells + NK cells, that were treated with vehicle control or DS-5272. (Vehicle: n = 6, DS-5272: *n* = 4, Vehicle + NK: *n* = 6, DS-5272 + NK: *n* = 5). Statistical significance was evaluated by the log rank test. **e** Kaplan–Meier survival curves of C57BL/6J mice injected with MLL-AF9 cells, that were treated with vehicle control, anti-NK1.1, DS-5272 or DS-5272 + anti-NK1.1. (Vehicle: *n* = 6, DS-5272: *n* = 6, Vehicle + anti-NK1.1: *n* = 4, DS-5272 + anti-NK1.1: *n* = 4) Statistical significance was evaluated by the log rank test

### Hif1α-PD-L1 axis limits the antileukemia effect of p53

Based on data described above, we hypothesized that AML cells expressing high levels of Hif1α and PD-L1 could evade immune attack and are therefore relatively resistant to DS-5272 treatment in vivo. To test this hypothesis, we genetically depleted Hif1α or PD-L1 in MLL-AF9 cells using Cre/loxP or CRISPR/Cas9 system, respectively. Neither Hif1α nor PD-L1 depletion inhibited the in vitro growth and in vivo development of MLL-AF9 leukemia, indicating that both genes are dispensable for leukemia progression in mice with no treatment. In contrast, MLL-AF9 cells deficient for Hif1α or PD-L1 became more sensitive to DS-5272 treatment than their counterparts (Fig. 8a, b, Supplementary Fig. 12), suggesting the important role of these genes to limit the effect of p53-activating therapy in vivo. We then assessed the combined effect of DS-5272 and the Hif1 inhibitor echinomycin^38^ on MLL-AF9-induced leukemogenesis. As expected, echinomycin alone did not inhibit leukemic progression of MLL-AF9 cells. However, echinomycin inhibited PD-L1 upregulation induced by DS-5272 in Gr-1+ MLL-AF9 cells (Fig. 8c), and combined treatment of DS-5272 and echinomycin significantly prolonged the survival of leukemia mice than treatment with either DS-5272 or echinomycin alone (Fig. 8d). Finally, we assessed the effect of combination therapy with DS-5272 and anti-PD-L1/PD-1 antibodies on survival time in mice transplanted with MLL-AF9 cells. Similar to the results of Hif1 inhibition, this combination therapy improved the survival of leukemia mice (Fig. 8e). Taken together, these data suggest that the therapeutic efficacy of DS-5272 could be enhanced by the simultaneous targeting of Hif1α-PD-L1 pathway.

**Fig. 8:**
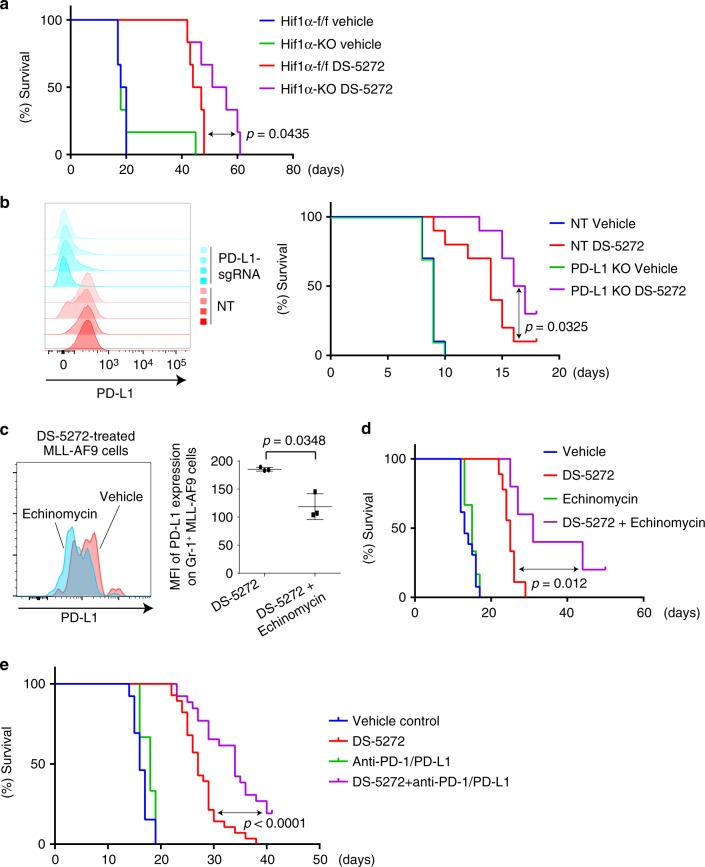
Inhibition of Hif1α-PD-L1 axis enhances the antileukemia effect of DS-5272. **a** MLL-AF9;CreERT2-Hif1α-f/f leukemia cells were established as described in Fig. 4a. The leukemia cells were pretreated with EtOH or 1 μM 4OHT for 24 h and were transplanted into recipient mice. Kaplan–Meier survival curves of these leukemic mice treated with vehicle or DS-5272. (*n* = 6 per group). Statistical significance was evaluated by the log rank test. **b** (left) Cell surface expression of PD-L1 in MLL-AF9 cells transduced with non-targeting (NT) control sgRNA or PD-L1-targeting sgRNA, showing efficient knockout (KO) of PD-L1. (right) Kaplan–Meier survival curves of mice injected with control (NT) or PD-L1-depleted (PD-L1 KO) MLL-AF9 cells, that were treated with vehicle or DS-5272 (*n* = 10 per group). Statistical significance was evaluated by the log rank test. **c** Representative FACS dot plots showing cell surface expression of PD-L1 (left), and quantitation of mean fluorescence intensity (MFI) of PD-L1 (right) in Gr-1+ MLL-AF9 cells treated with DS-5272 or DS-5272 + Echinomycin. Data are shown as mean ± s.d. of three biologically independent samples. Student *t*-test. **d** Kaplan–Meier survival curves of leukemic mice treated with vehicle, DS-5272, Echinomycin, or DS-5272 + Echinomycin (Vehicle: *n* = 13, DS-5272: *n* = 9, Echinomycin: *n* = 6, DS-5272 + Echinomycin: *n* = 5). Statistical significance was evaluated by the log rank test. **e** Kaplan–Meier survival curves of leukemic mice treated with vehicle, anti-PD-1/PD-L1, DS-5272, or DS-5272 + anti-PD-1/PD-L1. Vehicle: *n* = 16, DS-5272: *n* = 31, anti-PD-1/PD-L1: *n* = 6, DS-5272 + anti-PD-1/PD-L1: n = 29. Statistical significance was evaluated by the log rank test

## Discussion

Pharmacological inhibitors of p53-MDM2 interaction have shown efficacy against several tumors, including acute myeloid leukemia^5,6^. These inhibitors are thought to exert anti-tumor effect by directly inducing cell cycle arrest and apoptosis in tumor cells. Several recent studies have also indicated that p53 may regulate immune responses, especially the CTL response to cancer cells^22^. In our AML models, p53 activation by DS-5272 induced cell cycle arrest, apoptosis and differentiation in AML cells. However, these direct inhibitory effects of DS-5272 on leukemia cells were not sufficient to provide a robust survival benefit for leukemic mice in the absence of antitumor immunity. Importantly, we identified NK cell, but not T-cell, as a critical mediator of therapeutic efficacy of the p53-activating drug against AML. How p53 communicates with NK cells to attack tumor cells and whether p53 is involved in the regulation of innate immune system will merit future research.

The PD-1/PD-L1 checkpoint pathway plays a key role in tumor immune escape^15^. It was previously shown that p53 downregulated PD-L1 through upregulation of miR-34 in non-small cell lung cancer^39^. However, we observed consistent upregulation of PD-L1 in DS-5272-treated MLL-AF9 cells, which is presumably induced by inflammatory cytokines and Hif1α. The activated Hif1α-PD-L1 pathway appears to counteract the NK cell-mediated cytotoxicity, thereby contributes to therapeutic resistance in MLL-AF9 leukemia. Interestingly, upregulation of Hif1α was most evident in differentiated Gr-1+ leukemia cells. These differentiated AML cells could have immunomodulatory functions to increase therapeutic resistance to DS-5272 treatment. Consistent with this observation, the recent single-cell RNA-Seq analyses using AML patient samples revealed that differentiated AML cells express diverse immunomodulatory genes and suppress T cell activity in vitro^40^. Thus, these findings indicate the potential role of differentiated AML cells as immunomodulators to affect disease progression and therapeutic resistance.

Increasing evidence suggests that AML cells remodel the BM microenvironment to support their growth at the expense of normal hematopoiesis^41^. Furthermore, spatial analyses of leukemic bones have revealed that endosteal AML cells produce pro-inflammatory cytokines and are protected from chemotherapy-induced apoptosis^34^. We also found that AML cells in endosteal region express higher level of PD-L1 than those in central marrow and are relatively resistant to p53-induced cell death. Altogether, it appears that endosteal BM regions provide ideal environment to support the survival of AML cells. Factors regulating interaction between leukemia cells and endosteal niche could also be therapeutic targets.

In summary, we show the potent anti-leukemia effect of p53-activating drug against AML, which is markedly enhanced in the presence of NK cells. Our study also provides a rationale for combining p53-activating drugs with Hif1 and/or immune checkpoint inhibitors in the treatment of AML, which warrants further evaluation in clinical trials.

## Methods

### Mice

C57BL/6J mice were purchased from Japan SLC. Ly5.1 mice were maintained in IRCMS, Kumamoto University. NSG mice were purchased from Charles River Laboratories Japan. NSGS mice for PDX experiments were purchased from the Jackson Laboratory. *p53*^*−/−*^ mice, in which 5′ part of exon 2 including translation initiation site of *Trp53* gene was replaced with Neomycin resistance gene, were provided from the RIKEN BioResource Center (Ibaragi, Japan)^42^. *Hif1*α^flox/flox^ mice^43^ were provided from Dr. Randall S. Johnson, and were crossed with Rosa26-Cre-ERT2 mice (Taconic). Rosa26-LSL-Cas9 knockin mice were purchased from Jackson Laboratory^44^. C57BL/6-Tg(CAG-EGFP) mice were purchased from Japan SLC. The primer sequences for genotyping are provided in Supplementary Table 2. All animal studies were approved by the Animal Care Committee of the Institute of Medical Science at the University of Tokyo (approval number: PA13-19, PA15-100, PA17-75), and were conducted in accordance with the Regulation on Animal Experimentation at University of Tokyo based on International Guiding Principles for Biomedical Research Involving Animals.

### Plasmids and viral transduction

We used pMSCV-MLL-AF9-pgk-EGFP or pMSCV-MLL-AF9-pgk-puro for MLL-AF9 expression^45^. Retroviruses were produced by transient transfection of Plat-E packaging cells with retroviral constructs using the calcium-phosphate method, as described previously^46^. Lentiviruses were produced by transient transfection of 293T cells with viral plasmids along with gag-, pol-, and env-expressing plasmids [(pMD2.G #12259) and (psPAX #12260)] using the calcium-phosphate method^47^. Retrovirus transduction to the cells was performed using Retronectin (Takara Bio Inc, Otsu, Shiga, Japan).

### PD-L1 depletion using CRISPR/Cas9

To generate sgRNA expression vectors targeting mouse PD-L1, annealed oligonucleotides were cloned into the lentiGuide-Puro vector, which was obtained from Addgene (plasmid #52963). The expression vector for Cas9 (lentiCas9-Blast #52962) was also obtained from Addgene. MLL-AF9-transduced bone marrow cells were infected with the virus for 24 h, and were selected for stable expression of Cas9 using blasticidin (10 μg/ml) and for stable expression of sgRNAs using puromycin (1 μg/ml) in M3234 (STEMCELL Technologies) methylcellulose containing 20 ng/ml SCF, 10 ng/ml GM-CSF, 10 ng/ml IL-3, and 10 ng/ml IL-6. Sequences for the sgRNAs targeting mouse PD-L1 and Trp53 are provided in Supplementary Table 2.

### Mouse model for AML driven by MLL-AF9

Mouse bone marrow progenitor cells (c-Kit+ cells) derived from wild-type or *Trp*53(−/−) mice were transduced with MLL-AF9, and were transplanted intravenously into sublethally irradiated (525 cGy) recipient mice. MLL-AF9-expressing leukemia cells were harvested from spleens of moribund mice, and were serially transplanted into recipient mice. The serial transplantation was subsequently repeated several times to generate MLL-AF9 cells with strong leukemogenicity. These wild-type and *Trp*53(−/−) MLL-AF9 cells (5 × 10^5^ cells/body) were injected intravenously into non-irradiated recipient mice. For drug studies, DS-5272 (Daiichi Sankyo) was dissolved in 0.5 w/v% Methyl Cellulose 400 Solution (Wako, Japan), and 80 mg/kg/day of DS-5272 was orally administered to mice. Anti-NK1.1 antibody (clone PK136) was dissolved in pH7.0 dilution buffer, and 2.5 mg/kg/day of anti-NK1.1 antibody was injected intraperitoneally once a week. Echinomycin was dissolved in PBS, and 80 μg/kg/day of Echinomycin was injected intraperitoneally. Anti-PD-1 and anti-PD-L1 antibodies were dissolved in pH7.0 and pH6.5 dilution buffers respectively, and 10 mg/kg/day of anti-PD-1 and anti-PD-L1 antibodies were injected intraperitoneally. For long term treatment, DS-5272 was administered on an every 2-day schedule from day 3 to day 13, or from day 11 to 21. Echinomycin was administered 5-days on/ 2-days off schedule from day3 to day14. Anti-PD-1 and anti-PD-L1 antibodies were administered on an every 3-day schedule from day 0 to day 18. For NK cells transfer experiment, NK1.1^+^Cd3^–^ NK cells were collected from spleens of wild-type C57BL/6J mice, and 2 × 10^5^ NK cells were injected intravenously into a leukemia mouse once a week.

### PDX of AML

Proper informed consent was obtained and all experiments were performed according to an institutional review board-approved protocol, in accordance with the Declaration of Helsinki, and with an approved animal study IACUC protocol at CCHMC. Residual diagnostic specimens from AML patients at Cincinnati Children’s Hospital Medical Center were treated with OKT3 antibody and engrafted into NSGS mice^48^. Sensitivity of these PDX-derived AML cells were assessed in IMDM media containing 20% FBS (StemCell Technologies) and 10 ng/mL human SCF, TPO, FLT3L, IL-3, IL-6 with/without DS-5272. The PDX-derived AML cells were plated with titrating doses of DS-5272 (ranging from 0 μM to 2 μM) in triplicate. After 3, 5 or 6 days, 10 μl WST-1 (MK 400; Takara Bio Inc.) or 20 μl MTS (G5440 Promega) cell proliferation assay premix was added to each well. Plates were read at 450–560 nm or 490 nm to measure optical density.

For in vivo treatment studies, 2 million secondary splenocytes from the DS-5272-sensitive PDX-derived AML model [AML-(6)] were transplanted into non-conditioned NSGS mice, and these mice were treated with vehicle (PBS/5%Tween-80/5%PEG-400) or DS-5272 (50 mg/kg, oral gavage) with 5-days on/ 2-days off schedule from day3 to day14. Engraftment of human AML cells was assessed by bone marrow aspiration at day 20 followed by flow cytometry to measure the percentage of human CD45 + CD34 + cells.

### Flow cytometry

Bone marrow cells were obtained by either crushing or flushing femurs and tibias in PBS containing 2% FBS^33^. Red blood cells were removed using RBC lysis buffer. Cells were then stained by fluoro-conjugated antibodies for 30 min at 4°C. After staining, cells were washed with cold PBS for several times, and were resuspended with PBS containing 2% FBS. Cells were analyzed on a FACS Calibur or a FACS Verse, and were sorted with a FACSAria (BD Biosciences, San Jose, CA, USA). Cell cycle analysis (Vybrant DyeCycle Violet stain; ThermoFisher Scientific, Cat#V35003, 1:1000) and apoptosis analysis (Annexin V-APC kit; BD Biosciences, Cat#550475, 1:100) were performed according to the manufacturer’s recommendations. The data were analyzed using FlowJo software (Treestar, Inc., San Carlos, CA). Antibodies used in this study are provided as follows: Brilliant Violet 605TM Streptavidin (BioLegend, San Diego, CA, USA, Cat#405229, 1:400), PE/Cy7-conjugated anti-mouse c-Kit (Clone: 2B8, BioLegend, San Diego, CA, USA, Cat#105813, 1:400), APC-conjugated anti-mouse CD274(Clone:10 F.9G2, BioLegend, San Diego, CA, USA, Cat#124311, 1:400), Gr-1(Clone:RB6-8C5, eBioscience, San Diego, CA, USA, Cat#13-5931-82, 1:400), Mac-1(Clone:M1/70, BioLegend, San Diego, CA, USA, Cat#101203, 1:400), PE-conjugated anti-mouse CD3e(Clone:145-2C11, eBioscience, San Diego, CA, USA, Cat#A14714, 1:400), APC-conjugated anti-mouse CD107a(Clone:1D4B, BioLegend, San Diego, CA, USA, Cat#121613, 1:400), APC-conjugated anti-mouse IFNγ(Clone: XMG1.2, BioLegend, San Diego, CA, USA, Cat#505809, 1:100), Biotin-conjugated anti-mouse NK1.1(Clone: PK136, BioLegend, eBioscience, CA, USA, Cat#13-5941-82, 1:200), PE-Cy^TM^7 Streptavidin (BD Pharmingen^TM^ San Diego, CA, USA, Cat#557598, 1:400), PE-conjugated anti-mouse CD150(Clone:TC15-12F12.2, BioLegend, San Diego, CA, USA, Cat#115903, 1:100), and Brilliant Violet 421TM anti-mouse CD48(Clone:HM48-1, BioLegend, San Diego, CA, USA, Cat#103427, 1:200). Sequential gating/sorting strategies are provided in Supplementary Fig. 13.

### Morphological analysis

Cytospin preparations were stained with Giemsa. Images were obtained with a BX51 microscope and a DP12 camera (Olympus).

### Histological analysis

To enable easy detection of leukemic cells in bone marrow, we transduced MLL-AF9 into bone marrow progenitor cells derived from C57BL/6-Tg (CAG-EGFP), and transplanted MLL-AF9-transduced GFP+ cells into recipient mice. GFP+ leukemia cells were harvested from spleens of moribund mice, and were serially transplanted into recipient mice. The serial transplantation was subsequently repeated several times. The GFP+ MLL-AF9 cells (5 × 10^5^ cells/body) were injected intravenously into non-irradiated recipient mice, following the treatment with vehicle or DS-5272. Femurs were collected 24 h after the treatment, fixed with 4% paraformaldehyde in PBS, decalcified with EDTA, embedded in SCEM (Super Cryoembedding Medium) compound (SECTION-LAB, Japan), and sectioned at a thickness of 7 μm with CM3050 S cryostat (Leica Microsystems, Tokyo, Japan). Sections were analyzed using a microscope (Evos FL Auto 2, Thermo Fisher Scientific).

### Analyses of spatial distribution of AML cells in bone

The epiphyseal and metaphyseal regions of femurs and tibias were removed using the scalpel blade, and were stored in PBS. BM cells in central portion of these bones were flushed out using 21- or 23-gauge needle attach to a 1-ml syringe containing PBS. The flushed bones containing the trabecular region and the epiphyseal and metaphyseal regions of bones were mixed, and were grinded with the pestle. The cells and bone solution were mixed, and was filtered through a 40-mm nylon cell strainer. The frequency of GFP+ cells (=leukemia cells) were assessed using these central and endosteal BM cells collected from the same recipient mice with flow cytometry.

### Western blotting

Cells were lysed in lysis buffer containing 20 mM Tris-HCl (pH 7.4), 137 mM NaCl, 10% glycerol, 2 mM sodium orthovanadate, 2 mM PMSF, 50 mM sodium fluoride and 1% Nonidet P-40. Cell lysates were subject to immunoblotting using the following antibodies: anti-Trp53 (clone 1C12; Cell Signaling Technology, Beverly, MA, Cat#2524, 1:1000), anti-Hif1α: (clone D1S7W; Cell Signaling Technology, Beverly, MA, Cat#36169, 1:1000), and anti-Tubulin (clone B-5-1-2; Santa Cruz Biotechnology Santa Cruz, CA, Cat#sc-23948, 1:5000). Samples were separated by SDS-PAGE and transferred to polyvinylidene difluoride membrane (Millipore Corp., Bedford, MA). The immunoblot was detected with enhanced chemiluminescence reagents (Promega) and visualized with imagequant LAS 4000 (Fujifilm Life Science, Roche Diagnostics). Uncropped and unprocessed scans of the blots are provided in Supplementary Fig. 14.

### qRT-PCR

Total RNAs were isolated from cells using the RNeasy isolation mini-kit (Qiagen) and reverse transcribed by using High Capacity cDNA Reverse Transcription Kits (Applied Biosystems). qRT-PCR was performed using a SYBR Premix EX Taq (Takara). Primer sequences used in this study are provided in Supplementary Table 2.

### RNA-seq analysis

Total RNA was extracted using RNeasy Mini Kit (Qiagen), and the quality and quantity of RNA were checked using Agilent High Sensitivity RNA Screen Tape and Qubit. RNA libraries were prepared using 1000 ng total RNA with SureSelect Strand-Specific RNA Preparation Kit (Agilent) according to the manufacturer’s protocol. The quality and quantity of these libraries were checked using Agilent TapeStation D1000 and KAPA Library Quantification Kits [KAPA BioSystems] / Real-time PCR Systems Step One Plus [Applied Biosystems]. These libraries were sequenced on the Illumina HiSeq2500 System with 2 × 100 nucleotide paired-end reads according to the manufacturer’s protocol. Derived reads were processed using cutadapt(1.8.1) and fastx-toolkit(0.0.13) to remove Illumina adaptor sequence and to trim low-quality bases. Quality of reads were assessed using FastQC. Processed reads were aligned to GRCm38 reference transcripts using TopHat(2.1.1)-Cufflinks(2.2.1) pipeline^49–51^ to derive gene FPKM values.

### Single-cell mass cytometry analysis

A summary of all mass cytometry antibodies, reporter isotopes and concentrations used for analysis are provided in Supplemental Table 3. Primary conjugates of mass cytometry antibodies were purchased pre-conjugated from Fluidigm, or prepared using the MaxPAR antibody conjugation kit (Fluidigm PRD002 Version7) according to the manufacturer’s recommended protocol.

For sample preparation, MLL-AF9 cells were isolated from femurs and tibias of mice treated with vehicle or DS-5272 24 h before. After filtration with Falcon Cell Strainer (mesh size 40 μm, Cat# 087711), red cells were removed using 1x ACK buffer (provided by H.T.) These cells were counted and resuspended in PBS (1 × 10^7^ per ml), stained with live/dead cell indicator Cell-ID^TM^ Cisplatin (Fluidigm, Cat# 201198) at a final concentration of 5 μM, and were then fixed with 1 × Maxpar FixIBuffer (Fluidigm, Cat# 201065). 1 × 10^6^ cells/sample were aliquoted and were stained with 26 antibodies (Supplementary Table 3) according to the Maxpar Phospho-protein Staining (Fluidigm, PRD016 Version3) protocol. At the end of cell staining, cells were labeled with Cell-ID^TM^ Intercalator–Ir in Maxpar Cell Staining Buffer (Fluidigm Cat#201068) at 4 °C overnight for DNA intercalation.

Stained samples were washed twice with Maxpar Cell Staining Buffer (Fluidigm Cat#201068) and once with Maxpar Water (Fluidigm, Cat# 201069). Then, cells (2.5 × 10^5^ per ml) in Maxpar Water (Fluidigm, Cat# 201069) were added with EQ^TM^ Four Element Calibration Beads (Fluidigm, Cat#201087) diluted to 1/10. The samples were filtered with 40 μm Cell Strainer Snap Cap Falcon™ Test Tube (Cat#0877123) immediately prior to sample acquisition on Helios^TM^ mass cytometer (Fluidigm, Cat#107002). Approximately 100 K events per sample were acquired for each sample. FCS files were normalized to the *EQ Four Element Calibration Beads* using Helios software *(Version 6.5.358)*. The data (FSC files) were downsampled from 100,000 into 3000 cell events using FlowJo 10.3. and were then analyzed by SPRING (https://kleintools.hms.harvard.edu/tools/spring.html). For SPADE analysis, gating and extraction of median expression levels were performed using Cytobank (https://premium.cytobank.org) under a condition of Target Number of Nodes is 150. The file was downsampled to an absolute number of 5000. The CD45+ population and 8 clustering channels (141Pr_Gr1, 143Nd_CD41,145_Nd_CD4,160Gd_B220.168Er_CD8a, 170Er_CD49d,172Yb_Mac-1,173Yb_ckit) were selected to create categorization for the SPADE.

### Co-culture of MLL-AF9 leukemia cells and NK cells

NK1.1^+^Cd3^-^ NK cells were collected from spleens of wild-type C57BL6/J mice. 5 × 10^4^ MLL-AF9 cells were co-cultured with 1 × 10^4^ NK cells in RPMI media containing 10% FBS, 100 ng/mL mouse IL-2 and 1 ng/mL mouse IL-3. Apoptosis was assessed as described above after 48 h of culture.

### Statistics

Statistical analyses for evaluating differences between two groups were performed by the unpaired and two-tailed Student’s *t* test. The survival distributions were compared by the log-rank test. GraphPad Prism 7 was used for these statistical analyses. No specific statistical methods were used to predetermine the sample size.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary movie 1

Supplementary movie 2

Supplementary movie 3

Supplementary movie 4

Reporting Summary

## Data Availability

The RNA-sequencing data have been deposited in the NCBI gene expression omnibus under the accession code GSE135008. The Mass-cytometry data referenced during the study are available in Mendeley Data (10.17632/fsrwv9hpt8.1). All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: Antitumor immunity augments the therapeutic effects of p53 activation on acute myeloid leukemia
**Source:** Nat Commun. 2019 Oct 25;10:4869. doi: 10.1038/s41467-019-12555-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

**Supplementary movies 1, 2** (Dataset video before1, 2) The MLL-AF9 leukemia mouse developed hind limb paralysis.

**Supplementary movies 3,4** (Dataset video after1, 2) The mouse shown in supplementary movie 1 and 2 was treated with DS-5272. Twenty-four hours after the treatment, the mouse no longer showed hind limb paralysis and started to walk actively.

How the deposited data were processed for this re-analysis (not part of the article)

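Gene expression was measured by RNA-Seq in MLL-AF9 leukemia cells sorted from the bone marrow of 6 leukemic mice, 3 treated with vehicle and 3 treated with DS-5272 at 80 mg/kg, 24 h after the oral dose. The authors prepared strand-specific libraries, sequenced them from both ends, trimmed the reads, aligned them to reference transcripts of GRCm38 with TopHat and computed FPKM values per gene with Cufflinks. The deposited FPKM values are fragments scaled to the length of the transcript and to the mapped fragments of the library, so transcript length and library size are already divided out and no count per gene is given. No count model was used for this reason. The authors' table has 26632 entries with 26082 different names, and every column of expression values belonged to 1 of the 6 samples. Of the names, 435 stood on more than 1 line and were summed, 433 lines joined several genes under 1 entry, and 7954 lines were at 0 in all samples.

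Samples were grouped by treatment as the sample labels and the paper give it. The groups were compared with limma (lmFit and eBayes with a mean-variance trend, two-sided) on log2(FPKM + 1) for the 11130 genes with a mean of at least 1 FPKM over the 6 samples, and p-values were adjusted by the Benjamini-Hochberg method over these genes, with a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. With 3 mice against 3, an exact permutation test of a single gene cannot go below p = 0.1. R 4.3.3 with limma 3.58.1 and fgsea 1.28.0 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

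The paper ran GSEA with the Hallmark collection. Those gene sets were not used here, and 20 hand-written lists carry the names of the pathways of Fig. 3a. A further 17 lists form a second family: HIF1 targets of glycolysis and outside glycolysis, MHC class I and class II presentation, NK-cell ligands and cytokines, inhibitory ligands, myeloid maturation, the MLL-AF9 leukemia program, immediate early genes, NFKB targets outside the immediate early genes, and markers of NK cells, T cells, B cells, erythroid cells, bone marrow macrophages, stroma and endothelium, and megakaryocytes. Of the members of the 37 lists, 1509 had an entry under their own symbol and 12 under an older symbol, while 58 that lie in joined entries and 12 without an entry were left out. In the 20 lists of Fig. 3a, 252 genes are members of more than 1 list. Lists were tested with limma's camera (inter-gene correlation preset at 0.01, variance trend), adjusted within each family, and the median log2 fold change of the tested members is reported.

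Sequencing depth is not part of the table. In a sample, 1 fragment adds a fixed step to the FPKM of a gene, so the relative depth was read from genes under 0.15 FPKM in every sample, and the number of fragments in vehicle replicate 1 from 347 genes with a single transcript of over 1500 nt. The estimated depth was highest in vehicle replicate 1 and lowest in DS-5272 replicate 3, at 43000000 and 23200000 fragments, and the 20 most abundant genes held from 8.21% to 11.7% of the FPKM sum. The vehicle samples were all deeper than the DS-5272 samples. These estimates give the scale of the depth only, and no counting intervals were derived from them.

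The replicate numbers in the sample labels run from 1 to 3 in both groups, and neither the labels nor the paper's text names a shared batch, litter or day. Deviations from the group means correlated across genes by 0.66, 0.21 and 0.43 between the samples numbered 1, 2 and 3, and by −0.58 to 0.34 between differently numbered samples. Each same-numbered pair was above the limit of 0.1, so the numbers were treated as pairing the samples. The fit without a block is reported, and the fit with the replicate number as a block is given where it changed a call or moved a count more than 1.5 times.

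Genes were named by a rule: every gene the paper names that has a mouse symbol, the 5 largest rises and the 5 largest falls past the threshold without overlap between the groups, the 3 members of a list with the largest change in the direction of its median and the 1 with the largest change the other way if past the threshold, and marker or immediate early genes on which a test rests. Fos, Jun, Egr1, C1qa, Apoe, Cd5l, Lyz2, Meis1 and Pbx3, and the separate values of C1qb, C1qc and Hba-a1, were chosen after their values were seen. Some genes that the rule selects are not reported here and were not replaced by others. Of the 123 named genes, 37 have an exon that overlaps another gene in the GENCODE annotation of GRCm38. The counting is not stated to use strand, so their values can include fragments of the other gene.

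The alternatives were a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, rescaling to a common upper quartile, median ratio or total (TPM), quantile normalization, the replicate block, eBayes without the trend, a log2 fold change of at least 1 in size, the entry with the highest mean in place of the sum, and each mouse left out in turn. For lists they were camera with an estimated correlation, fry, an overlap test with the changed genes (Fisher's exact test), mouse Reactome pathways from fgsea, and leaving out genes shared between lists. The groups, tests, gene lists, naming rule and alternatives were fixed before the data were examined, while the Reactome set that stands for each named pathway was picked from fgsea's collection later.

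The gene and list tests were checked on simulated data with the real genes' means and spread, in which 200 of 11130 genes were changed. Of the changed genes 79% were called, and of the 100 genes changed by 2 on the log2 scale 94% were called. Among 169 calls 6.51% fell on unchanged genes and 100% of the calls on changed genes had the right sign. Set and fitted changes correlated by 0.989. A simulated list of 50 genes shifted by 0.5 passed the threshold of 0.05 with camera, and an unchanged list of 50 genes did not. The simulated noise was independent between genes, so this check cannot show how camera behaves when genes vary together.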

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

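The tests of dilution by mature cells, of macrophages in DS-5272 replicate 1, of the rescaling of the MHC class I and ligand lists and of replicate 1 were chosen only after the results were seen, and the tests of cell isolation stress on the TNFA list and of macrophages for the complement list were chosen earlier. Each result here is a list that is not among the pathways of Fig. 3a and that passed an adjusted p of 0.05 from limma's camera in its family of 17 lists. The paper itself discusses PD-L1, in these samples too, and differentiation of the leukemia cells, and the NFKB targets here are all members of the list for TNFA signaling of Fig. 3a as well. Under camera with an estimated correlation, run without the replicate block, none of the 17 passed, and 0 had an unadjusted p under 0.05. All 6 lists described here passed under fry with FPKM as deposited.

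MHC class I presentation rose by a median of 0.59 over 16 tested genes (adjusted p = 0.010 from limma's camera, in a range from 0.0012 to 0.684 over its alternatives), with 11 genes higher over all genes tested and 12 adjusted over the list alone. The largest rises were those of H2-Q6, Tapbp and Nlrc5, at 1.29, 1.01 and 0.94. H2-Q6 has near-identical copies among the class I genes, so its value is uncertain, and the call of Nlrc5 was lost in 4 of the 6 fits that left out 1 mouse and under 4 other alternatives. NK-cell ligands and cytokines rose by a median of 1.07 over 13 genes (adjusted p = 0.010 from limma's camera, range 0.0011 to 0.610), with 8 genes higher and 1 lower by either adjustment. Ccl4, Il18 and Il15 (1.85) rose most and Ulbp1 changed by −0.91. The hand-written list named inhibitory ligands, which holds PD-L1, rose by a median of 0.86 over 9 genes (adjusted p = 0.0018 from limma's camera, range 0.00044 to 0.610). By either adjustment 7 were higher, led by Cd80 (2.32) and Nt5e (2.00). These 2 genes are counted by list membership only, and whether their products act as inhibitory ligands here was not tested. Cd80 lost its call without vehicle replicate 1 or 2 (adjusted p = 0.0642 and 0.0640 from limma). The mean of each of these 3 lists was higher in all 3 DS-5272 mice than in any vehicle mouse. Camera compares a list with the other genes, which a change of scale moves along with it, so a shift in the total scale of the FPKM values was tested with fry and with the list means of the mice under the upper-quartile, median-ratio and TPM rescalings. It was argued against for the NK-cell ligands, whose lowest median was 0.92 (adjusted p from limma's fry up to 0.0019), and for the inhibitory ligands, whose lowest median was 0.63 (up to 0.021), and in both the DS-5272 mice stayed above the vehicle mice under each rescaling. For MHC class I presentation it cannot be told apart from a rise of these genes. The median was 0.33 after TPM rescaling, where the mice of the groups overlapped, and adjusted p from limma's fry ran from 0.028 to 0.189 over the rescalings. Quantile normalization gave a median of 0.39 and was the scaling under which this list lost its call with camera (adjusted p = 0.080). Macrophages in DS-5272 replicate 1 were argued against as the whole cause, since without that mouse the lowest of the 3 medians was 0.52. For the ligand lists, and for MHC class I if its rise is not one of scale, several candidate explanations stay open. They are a response of the leukemia cells to DS-5272 or to interferon around them, their maturation, or mature myeloid cells among the sorted cells. Nothing in this table separates these.

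The myeloid maturation list had the largest median of the 6, 2.26 over 31 genes (adjusted p = 9.0e-09 from limma's camera, range 6.4e-15 to 0.610), with 26 genes higher by either adjustment and a higher mean in all 3 DS-5272 mice than in any vehicle mouse. Mmp9, S100a9 (4.08) and Fpr1 rose most, and S100a9 lost its call without DS-5272 replicate 2 or 3 (adjusted p = 0.063 and 0.066 from limma). In the vehicle samples 29 of the 31 members already had a mean of at least 1 FPKM, and 9 are members of another list. Mature myeloid cells among the sorted cells and maturation of the leukemia cells cannot be told apart for this rise: the lowest of 5 entries for transcription factors of the leukemia program, a joined Hoxa entry, changed by −0.23 (standard error 0.14, adjusted p = 0.205 from limma), which taken as dilution matches 14.7% of other cells. This point estimate sets no limit. It was 29.1% after TPM rescaling and 34.4% after quantile normalization, and the entry passed the threshold under these and the upper-quartile scaling (adjusted p = 0.0094, 0.0037 and 0.026 from limma, in a range from 0.0037 to 0.108 over the 4 scalings), and such a share could carry abundant transcripts. With 1 mouse left out it ran from 9.42% without vehicle replicate 2 to 25.7% without vehicle replicate 1. The fall of Mpo, Flt3 and Kit is another matter. Dilution would lower the transcription factor entries as far, but their median log2 fold change was −0.044, with Meis1 at 0.24, Pbx3 at 0.10 and the joined Hoxa entries from −0.23 to −0.04. These values move with single mice: Meis1 was at 0.086 and Pbx3 at 0.023 without DS-5272 replicate 3, at 0.42 and 0.17 without DS-5272 replicate 1, and Meis1 at 0.15 without vehicle replicate 1. The lowest of the 5 entries was at −0.43 without vehicle replicate 1, where Kit was at −1.79, and the median of the 5 ran from −0.14 without DS-5272 replicate 3 to 0.13 without vehicle replicate 2. Meis1 and Pbx3 turned negative after rescaling to a common total (−0.16 at the lowest), and Pbx3 also after upper-quartile and quantile scaling, against log2 fold changes of −3.81 for Flt3 and −1.96 for Kit. Quantile normalization gave the lowest value of any of the 5 entries over these scalings, −0.61, with Kit at −2.02, and TPM rescaling gave the lowest median of the entries, −0.31. A change of the leukemia cells themselves may therefore underlie the fall of Mpo, Flt3 and Kit, as a hypothesis.

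NFKB targets outside the immediate early genes rose by a median of 1.47 over 24 genes (adjusted p = 4.0e-05 from limma's camera, range 1.2e-08 to 0.684). Of these 18 were higher by either adjustment, and 23 were higher with DS-5272 in each of the 3 same-numbered pairs. Il1b, Ccl4 and Ccl2 rose most. Stress from cell isolation, which would raise immediate early genes, cannot be told apart from a response to DS-5272 for the TNFA list. The rise of 1.47 outside the immediate early genes counts against stress. The mean of these NFKB targets lay above every vehicle mouse in all 3 DS-5272 mice, and that of the immediate early genes in 2 of the 3. But these NFKB targets were also lower in replicate 1 than in replicates 2 and 3. The median difference was −0.54 in the vehicle group and −1.03 in the DS-5272 group. The immediate early genes differed between replicates in the same way, with 14 of 16 lower in replicate 1 of both groups and a median of −2.40 in the vehicle group and −2.06 in the DS-5272 group. Fos was at 26.3, 456 and 465 FPKM in vehicle replicates 1, 2 and 3 and at 138, 909 and 1233 FPKM in DS-5272 replicates 1, 2 and 3. A shift in scale was argued against, since all tested genes had a median of −0.0054 for vehicle replicate 1 against the other vehicle replicates (−0.06 in the DS-5272 group). Handling that differed between replicates remains open for these genes, because no value records it and no batch is named.

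The bone marrow macrophage markers rose by a median of 1.55 over 17 genes (adjusted p = 0.0029 from limma's camera, range 0.00012 to 0.684), with 6 higher by either adjustment. Siglec1, C1qb and C1qc rose by 3.38, 2.99 and 2.90. The overlap test did not call this list (adjusted p = 0.514). Of 18 markers above 0 FPKM, 12 were more than 2 times higher in DS-5272 replicate 1 than in each other sample, and no marker was so in any other sample. Apoe was at 211 FPKM there, against 16.6, 12.2 and 24.5 FPKM with vehicle and 18.6 and 34.7 FPKM in DS-5272 replicates 2 and 3, and Cd5l was at 61.7 FPKM in DS-5272 replicate 1. These values are consistent with some macrophages, or RNA from them, in that sample. Macrophages occur in bone marrow, 12 of the markers had a vehicle mean of at least 1 FPKM, and 6 are members of another list. Without DS-5272 replicate 1 the median was 0.55 (adjusted p = 0.0082 from limma's camera), so part of the rise does not rest on that mouse. The complement and inflammatory lists had medians of 1.55 and 1.42 without that mouse, so its macrophages alone did not explain their rise. Leaving out 1 mouse cannot exclude macrophages in the other DS-5272 samples. For 11 of the 17 tested markers all DS-5272 values lay above all vehicle values. Siglec1, for example, was at 16.5 and 23.2 FPKM in DS-5272 replicates 2 and 3, against a vehicle mean of 1.36 FPKM.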

How the results depend on the processing

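The count of lists and the list medians in other splits of the mice were compared only after the results were seen, and the count of genes in other splits was chosen earlier.

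The numbers of 2697 higher and 2451 lower genes stayed within 1.5 times under the pseudocount, the filters, the upper-quartile, median-ratio and quantile scalings, the fit without trend, the handling of shared symbols and the replicate block. Rescaling to a common total (TPM) gave 1717 higher genes, and it moved the median of all tested genes by −0.25, the upper-quartile scaling by −0.12. Relative to that shift, fewer genes lie above 0 by construction. Upregulated genes made up 41.3% of calls after upper-quartile and 32.7% after TPM rescaling, against 52.4%. Requiring a log2 fold change of at least 1 left 978 higher and 621 lower genes, as a stricter call must. Across the 6 fits that each left out 1 mouse there were from 1623 to 2934 higher and from 1389 to 2432 lower genes. Of the 10 splits of the 6 mice into 3 and 3, 1, the real one, gave as many genes. The others gave 0 genes or 1, with 11 to 470 at an unadjusted p under 0.05. The 3 other splits that part all same-numbered pairs gave 0 genes, with 12, 18 and 14 at an unadjusted p under 0.05. With 10 splits the share cannot go under 1 in 10. The other splits also hold both treatments within a group, which widens the spread and lowers their gene counts.

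List p-values from camera at its preset correlation deserve caution. As many of the 20 lists passed in 5 of the 10 splits, the real one included, and the other splits passed from 5 to 19 lists. Each other split mixes the treatments unequally between its groups, so part of the treatment difference stays in it. These counts therefore cannot show how often lists pass without a treatment difference. The size of the median was larger in the real split than in any other for 17 of 20 lists, all but TNFA (1.33 against 1.40), unfolded protein response and glycolysis. With the correlation estimated for each list, in a fit without the replicate block, 0 lists passed and 1 had an unadjusted p under 0.05. The medians, which this choice leaves as they were, were 0.83 for p53, 0.78 for apoptosis, 1.33 for TNFA, 1.13 and 1.08 for interferon gamma and alpha, 1.29 for inflammatory response, 1.09 for IL6, 1.44 for complement, 0.66 for IL2, 1.17 for allograft rejection, −1.96 for E2F, −2.15 for G2M, −0.94 and −0.93 for Myc v1 and v2, −0.43 for MTORC1, −1.60 for mitotic spindle and −0.48 for DNA repair. Fry and the overlap test keep the medians too. Under fry the p53 and TNFA lists no longer passed and cholesterol homeostasis (−0.23) passed. In the overlap test p53 no longer passed, and glycolysis (−0.091) and cholesterol homeostasis passed.

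With Reactome sets, whose members differ from the lists, the p53 median was 0.073 and the TNF median 0.48, neither past the threshold. Apoptosis changed sign to −0.016, glycolysis to 0.32 and the unfolded protein response to 0.065, none past the threshold, and cholesterol biosynthesis passed at −0.58. The unfolded protein response list was also above 0 with no filter (0.0046) and without genes shared between lists (0.00024), and it ran from −0.054 to 0.0056 when 1 mouse was left out. Cholesterol homeostasis ran from −0.33, past the threshold without vehicle replicate 1, to −0.22. With all 6 mice kept, medians of Fig. 3a lists that moved more than 1.5 times without changing a call were 0.80 for inflammatory response, 0.94 for complement and 0.54 for allograft rejection with no filter, 0.37 for apoptosis, 1.76 for interferon gamma, 0.58 for IL6, −0.27 for MTORC1 and −0.66 for mitotic spindle without shared genes, and −0.51 for E2F and G2M with the Reactome cell cycle set. After TPM rescaling, with all genes shifted by −0.25, they were 0.40 for IL2, −0.69 for MTORC1, −0.75 for DNA repair, −0.50 for cholesterol homeostasis, −0.36 for glycolysis and −0.28 for the unfolded protein response. The p53 median was 0.41 without DS-5272 replicate 3, the TNFA median 0.80 without vehicle replicate 1, and glycolysis ran from −0.18 to −0.039 with 1 mouse left out. The upper-quartile scaling gave −0.36, −0.23 and −0.16 for cholesterol homeostasis, glycolysis and the unfolded protein response, quantile normalization −0.29 for glycolysis and −0.17 for the unfolded protein response, and the median ratio −0.064 for the latter. The cause of these changes was not tested.

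Other results reversed sign, none of them past the threshold in the fit reported or under the alternative. Pbx3 was at −0.038 after upper-quartile, −0.16 after TPM and −0.20 after quantile scaling, and the MHC class II list at −0.035, −0.12 and −0.059. After TPM rescaling Meis1 was at −0.025 and the HIF1 targets outside glycolysis at −0.039, where the shift of all genes is larger than these values. T cell markers were at 0.085 with no filter, the stroma list at −0.13 with a mean of at least 5 FPKM, and Ly6c1 at 0.23 with the highest entry kept. With 1 mouse left out, Jun ran from −0.90 to 2.11, Ly6c1 from −0.51 to 0.087 and the MHC class II list from −0.11 to 0.17; Ly6c1 passed the threshold without DS-5272 replicate 1. Beyond these, named genes lost a call 108 times and gained one 18 times against 1760 comparisons without a change, and lists outside Fig. 3a lost 8 and gained 13 against 256.

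The replicate block gave 3367 higher and 2771 lower genes, of which 2672 and 2411 were shared with the fit reported. It brought Mdm2 (1.36), Bbc3, Cdkn1a, Gadd45a, Fos, Egr1, Cd5l and the immediate early list past the threshold and changed no other call on a named gene or list. PD-L1 stayed past the threshold under every alternative run. The DS-5272 samples were shallower than the vehicle samples, so the presence or absence of low genes such as Ifng and Procr, under a mean of 1 FPKM, was not tested.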

Differences from the paper's values

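Fig. 3b gives PD-L1 mRNA as FPKM with group means of about 680 for vehicle and about 2100 for DS-5272 (Fig. 3b, read by eye), against 5.52 and 24.9 FPKM in the deposited values, while the deposited values turned into fragments with the transcript length and the estimated depth, a scale chosen after seeing the values, give 773 and 2441. None of the alternatives set before the data were examined closed the gap in FPKM: vehicle means ran from 5.34 to 11.6 and DS-5272 means from 21.2 to 42.6. The ratio of the group means was 4.52 in FPKM and 3.16 in fragments, against about 3.1 in Fig. 3b, read by eye.

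Fig. 3a lists the unfolded protein response, glycolysis and cholesterol homeostasis among the pathways of downregulated genes. The hand-written lists of these names had medians of −0.02, −0.09 and −0.23 and did not pass the threshold with camera. Cholesterol homeostasis passed under fry, in the overlap test, with the Reactome set and without vehicle replicate 1, glycolysis passed in the overlap test, and no setting called the unfolded protein response.

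Fig. 3a orders the pathways by p-value from another test and other gene sets. It places TNFA signaling first among upregulated pathways, where the interferon gamma list had the lowest adjusted p here (7.2e-13, against 1.4e-06 for TNFA). It places the p53 pathway in the middle, where the p53 list had the highest adjusted p of the 10 lists (0.0013). Among downregulated pathways it places MTORC1 signaling above the mitotic spindle and Myc targets v2, where MTORC1 had the higher adjusted p (4.9e-05, against 3.1e-11 and 6.5e-11). With the replicate block TNFA had the lowest adjusted p of the upregulated lists (3.3e-14), under fry MTORC1 had a lower adjusted p than Myc targets v2 (0.018 against 0.021), and with shared genes left out the p53 list came before the apoptosis list.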

Other observations

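The fragment scale of Fig. 3b and the use of fry and of the list means under the rescalings were chosen only after the results were seen, and the tests of scale, NK and T cells, length and GC content and HIF1 targets were chosen earlier.

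The rise of the inflammatory and interferon lists was not explained by a shift in the total scale of the FPKM values, since the lowest of their medians over the 3 rescalings was 0.90, the 3 lists passed under fry with each rescaling (adjusted p from limma's fry up to 0.026) and their means stayed higher in each DS-5272 mouse than in any vehicle mouse. A trend over gene length and GC content was also argued against as the whole cause of the interferon rise and the cell cycle fall. With that trend removed from each sample, for 92.7% of the tested genes and 100% of the members of these lists, the smallest of the 4 medians was 1.04 in size. NK or T cells among the sorted cells were argued against for the interferon rise, because the 32 NK and T cell markers had a median of 0.166 FPKM with DS-5272 (0.0557 FPKM with vehicle), the highest DS-5272 mean was that of Lat, 2.89 FPKM, and the highest value in a single sample was that of Ccl5, 3.68 FPKM in DS-5272 replicate 3. Of these markers 14 are members of another list and 4 had a vehicle mean of at least 1 FPKM. Interferon gamma from NK cells outside the sorted population stays open as an untested source.

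The values of Fig. 3b may be fragment counts in place of FPKM. The estimated fragments were 915, 708 and 696 in vehicle replicates 1, 2 and 3 and 2377, 2222 and 2725 in DS-5272 replicates 1, 2 and 3 for a transcript of 3622 nt, and the ratio of the group means was 3.16, lower than the FPKM ratio because the DS-5272 samples were shallower.

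The paper measured Hif1a and Stat4 and several surface proteins by mass cytometry, and it does not state whether these were the mice of the RNA-Seq samples. In the RNA-Seq samples Hif1a mRNA changed by 1.05 (standard error 0.11, adjusted p = 0.0016 from limma), while Stat4 changed by −0.28 (adjusted p = 0.191 from limma). Stat4 passed the threshold after TPM and quantile scaling, and it changed by −0.12 without DS-5272 replicate 2. Whether HIF1 was more active at the mRNA level cannot be told apart from no change: its targets outside glycolysis had a median of 0.19 over 21 genes that went both ways (adjusted p = 0.689 from limma's camera), with 5 higher and 3 lower by either adjustment, or 7 and 5 with the replicate block, and the median was 0.02 without DS-5272 replicate 3. Bhlhe40, Fam162a and P4ha1 rose by 2.43, 1.12 and 1.10 and Mif changed by −1.68. HIF1 targets of glycolysis had a median of 0.38 over 17 genes (adjusted p = 0.115 from limma's camera). Of these 5 were higher and 1 lower over all genes tested, 4 and 0 adjusted over the list alone, and 11 higher with the replicate block. The list passed with no filter (0.38) and without DS-5272 replicate 1 (0.45), but its median was 0.12 after TPM rescaling and 0.076 after quantile normalization, and the adjusted p ran from 0.047 to 0.724 over its alternatives. Pfkfb4, Pkm2 and Pfkfb3 rose by 0.98, 0.76 and 0.51, and Ldha changed by −0.50, and the calls of Bhlhe40 and Ldha were lost in 4 and 5 of the 6 fits that left out 1 mouse and with no filter. Pfkfb3 lost its call without vehicle replicate 1 (adjusted p = 0.0502 from limma) and after TPM rescaling, where it changed by 0.26 (adjusted p = 0.120 from limma, in a range from 0.011 to 0.120 over its alternatives).

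Among genes for surface proteins of the paper, Ly6a (Sca-1) rose by 3.14 (adjusted p = 0.0055 from limma) and Itgam (Mac-1) by 2.10 (adjusted p = 0.0031 from limma). Vcam1 changed by 0.74 (adjusted p = 0.125 from limma), Cxcr4 by −0.59 (adjusted p = 0.115 from limma), Itga4 (CD49d) by −0.15 (adjusted p = 0.373 from limma), Ly6c1 by −0.18 and Ly6c2 by −0.39. Without DS-5272 replicate 1 Vcam1 changed by 0.46, Cxcr4 by −0.39, Itga4 by −0.24, Ly6c1 by −0.51 and Ly6c2 by −0.59, the last 2 past the threshold. Without vehicle replicate 1 Vcam1 changed by 0.41, Itga4 by −0.051 and Ly6c1 by −0.099, without DS-5272 replicate 2 Itga4 changed by −0.083 and Ly6c1 by −0.11, and without DS-5272 replicate 3 Ly6c1 changed by 0.087 and Ly6c2 by −0.17. Cxcr4 passed the threshold without DS-5272 replicate 3 (−0.84) and under the upper-quartile, TPM and quantile scalings. Ly6g, which with Ly6c1 and Ly6c2 stands for Gr-1, rose by 1.36 (adjusted p = 0.030 from limma) and Lamp1 (CD107a) by 0.46 (adjusted p = 0.023 from limma). These calls were lost in 5 and 4 of the 6 fits that left out 1 mouse. The paper measured CD107a and interferon gamma in NK and T cells, so Lamp1 and Ifng mRNA of leukemia cells is not the same measure. Ly6g also lost its call with no filter. Lamp1 also lost its call after TPM rescaling, where it changed by 0.19, and quantile normalization, where it changed by 0.04. Procr (EPCR) and Ifng had vehicle and DS-5272 means of 0.027 and 0.185 FPKM and of 0.030 and 0.181 FPKM. These genes and Pdcd1 were too low to be tested with limma. Every DS-5272 value of Procr and Ifng lay above every vehicle value, while the groups overlapped for Pdcd1. An exact permutation test (two-sided) gave p = 0.1 for Procr and for Ifng, the smallest p that 3 mice against 3 allow.

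The remaining lists did not pass their threshold. MHC class II presentation had a median of 0.03 over 5 genes (adjusted p = 0.977 from limma's camera), with 2 higher and 2 lower by either adjustment. The MLL-AF9 leukemia program had a median of −0.30 over 17 genes (adjusted p = 0.117 from limma's camera), with 7 lower and 1 higher by either adjustment, or 10 and 2 with the replicate block; Flt3, Hmgb3 (−2.52) and Kit fell most, Mef2c rose by 1.31, and the list passed with a mean of at least 5 FPKM (−0.40). The immediate early genes rose by a median of 1.39 over 16 genes (adjusted p = 0.059 from limma's camera), with 4 higher over all genes tested and 3 adjusted over the list alone, and the replicate block gave 13 genes and an adjusted p of 9.8e-05 for the list, in a range from 9.8e-05 to 0.787 over its alternatives. The list also passed with no filter, after upper-quartile and TPM rescaling, and without vehicle replicate 2 (2.03), vehicle replicate 3 (2.01) or DS-5272 replicate 1 (2.21), while its median was 0.56 without vehicle replicate 1. Of the markers, those of NK cells had a median of 0.38 over 2 tested genes, T cells −0.31 over 3, B cells −0.21 over 2, erythroid cells 3.30 over 3, stroma and endothelium 0.81 over 3 and megakaryocytes 0.62 over 4, with adjusted p from 0.179 to 0.971 from limma's camera. The median was 0.19 without DS-5272 replicate 3 for NK cells, −0.04 without vehicle replicate 1 for B cells and 0.27 without DS-5272 replicate 1 for megakaryocytes. Hba-a1 was at 84.2, 14.7 and 7.07 FPKM in DS-5272 replicates 1, 2 and 3, against a vehicle mean of 1.34 FPKM. Its log2 fold change was 3.31 (adjusted p = 0.018 from limma), a call lost in 2 of the fits that left out 1 mouse. Some erythroid cells, or RNA from them, in the DS-5272 samples therefore stay open. With no filter the NK cell markers passed with a median of 0.16 and the megakaryocyte markers with 0.42, and the median was 0.25 for erythroid cells, 0.024 for stroma and endothelium and −0.014 for B cells. The megakaryocyte markers also passed under fry (adjusted p = 0.024 from limma's fry, in a range from 0.0085 to 0.814 over their alternatives).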
